# Akt is a mediator of artery specification during zebrafish development

**DOI:** 10.1242/dev.202727

**Published:** 2024-09-02

**Authors:** Wenping Zhou, Joey J. Ghersi, Emma Ristori, Nicole Semanchik, Andrew Prendergast, Rong Zhang, Paola Carneiro, Gabriel Baldissera, William C. Sessa, Stefania Nicoli

**Keywords:** Zebrafish embryo, Vascular development, Endothelial cells, Artery specification, Akt and Notch signaling, Single cell RNA sequencing

## Abstract

The dorsal aorta (DA) is the first major blood vessel to develop in the embryonic cardiovascular system. Its formation is governed by a coordinated process involving the migration, specification, and arrangement of angioblasts into arterial and venous lineages, a process conserved across species. Although vascular endothelial growth factor a (VEGF-A) is known to drive DA specification and formation, the kinases involved in this process remain ambiguous. Thus, we investigated the role of protein kinase B (Akt) in zebrafish by generating a quadruple mutant (*akt*^Δ/Δ^), in which expression and activity of all Akt genes – *akt1*, *-2*, *-3a* and *-3b* – are strongly decreased. Live imaging of developing *akt*^Δ/Δ^ DA uncovers early arteriovenous malformations. Single-cell RNA-sequencing analysis of *akt*^Δ/Δ^ endothelial cells corroborates the impairment of arterial, yet not venous, cell specification. Notably, endothelial specific expression of ligand-independent activation of Notch or constitutively active Akt1 were sufficient to re-establish normal arterial specification in *akt*^Δ/Δ^. The Akt loss-of-function mutant unveils that Akt kinase can act upstream of Notch in arterial endothelial cells, and is involved in proper embryonic artery specification. This sheds light on cardiovascular development, revealing a mechanism behind congenital malformations.

## INTRODUCTION

The cardiovascular system plays a crucial role in supplying all tissues and organs with oxygen and nutrients. The development of all vertebrates is dependent on proper formation of this system (Majesky, 2018). The dorsal aorta (DA) is the first blood vessel that forms during embryogenesis, followed by the posterior cardinal vein (PCV). These vessels are derived from angioblasts (endothelial progenitors) originating in the posterior lateral plate mesoderm. They then migrate to the embryo midline, where they are specified to differentiate into artery or vein endothelial cells (Herbert et al., 2009; Lawson and Weinstein, 2002a). With the formation of the vascular lumen and the initiation of blood circulation, the DA and PCV acquire functional differences in vascular diameter, extracellular matrix and smooth muscle cell coverage that are maintained into adulthood (dela Paz and D'Amore, 2009; Lawson and Weinstein, 2002a; Trimm and Red-Horse, 2023). Importantly, the molecular programs that dictate the development of the DA and PCV are conserved across vertebrate models (Gore et al., 2012; Isogai et al., 2001).

Arterial and venous specification are genetically programmed during development and involve the hierarchical organization of multiple signaling pathways (Chappell and Bautch, 2010). Artery specification is orchestrated by two powerful arteriogenic signaling pathways, the Vascular endothelial growth factor a (Vegfa) and the Notch pathways (Chen et al., 2021). Vegfa and Notch signaling are highly interdependent in vascular development, with Vegfa signaling being found mainly upstream of Notch during specification of angioblasts into arteries. Vegfa activates intracellular signaling, including Notch, to modulate artery formation via different downstream kinases: phosphatidylinositol 3-kinase (PI3K) and extracellular signal-regulated kinase (ERK), a member of the mitogen-activated protein kinase (MAPK) family.

In mouse arteries, Vegfa-stimulation of the MAPK/ERK pathway induces the expression of arterial-specific genes, including delta-like ligand-4 (*Dll4*), the gene encoding its receptor, Notch4, and its target gene, ephrin B2 (*Efnb2*). In contrast, stimulation of the PI3K pathway has been reported to inhibit the ERK-triggered arterial genetic program in favor of venous specification (Ackah et al., 2005; Deng et al., 2013; Liu et al., 2008; Phung et al., 2006; Zhu et al., 2013). Similarly, Notch functions downstream of Vegfa signaling during zebrafish artery development (Lawson et al., 2001), although MAPK/ERK signaling is not required for this process (Shin et al., 2016). Thus, the combination of protein kinase signaling events that mediate Vegfa activation of Notch signaling in zebrafish remains incompletely understood.

The Ser and Thr kinase Akt is a key kinase in the PI3K signaling pathway and regulates important processes in tissue formation, such as growth and survival (Franke et al., 1997). Akt activation leads to the phosphorylation of multiple substrates, enabling Akt to exert diverse downstream effects upon activation by a single upstream growth factor signaling event (Manning and Cantley, 2007). Vertebrates have three Akt protein isoforms encoded by the *Akt1*, *Akt2* and *Akt3* genes, which are highly conserved across species. Chemical inhibitors that modulate PI3K signaling and single or double tissue-specific Akt gene knockouts have allowed examination of Akt function during model organism development (Scheid and Woodgett, 2001). However, mouse embryos carrying double mutations of Akt (*Akt1* and *Akt3* mutants) genes are embryonic lethal (Peng et al., 2003). Thus, it has been difficult to directly test the effect of Akt signaling loss on tissue embryogenesis. Despite the lack of genetic models, Akt signaling has been implicated in the development of artery and vein formation in mice by exerting an inhibitory influence on ERK signaling (Ren et al., 2010) and promoting venous formation via direct phosphorylation of the COUP transcription factor 2 (Nr2f2), a key driver of venous specification (Chu et al., 2016). However, mice globally lacking Akt1, the main isoform expressed in endothelial cells, are viable, smaller in size, and show reduced angiogenesis in the placenta, retina and limbs (Ackah et al., 2005; Ha et al., 2019; Schleicher et al., 2009; Yang et al., 2003). However, conditional loss of Akt1 in the endothelium leads to reduced postnatal arteriogenesis and sprouting of retinal (Lee et al., 2014) and coronary vessels (Kerr et al., 2016). Thus, mouse genetic studies have not established a clear role for Akt signaling during embryonic artery or vein development.

To assess the role of Akt in early embryonic vascular development, we generated a novel loss-of-function model in zebrafish. Using CRISPR/Cas9-mediated deletion, we created loss-of-function mutations in all four zebrafish Akt genes (*akt1*, *-2*, *-3a* and -*3b*), resulting in embryos lacking Akt activity (*akt*^Δ/Δ^). Live-cell imaging coupled with single-cell RNA-sequencing analysis reveal that Akt signaling is not essential for early embryogenesis, but is required for tissue-specific functions, such as the specification of endothelial cell progenitors during the initial formation/remodeling of the main embryonic artery. We found that Akt signaling mediates arterial specification via activation of Notch signaling and functions independently of ERK pathway in this context. Through our analysis, we implicate Akt as a protein kinase that mediates artery specification in the early embryo.

## RESULTS

### Akt signaling is required for tissue-specific rather than general embryonic development

To investigate the role of Akt signaling in development, we generated a Akt loss-of-function model in zebrafish embryos. In zebrafish, as in mammals, Akt proteins contain an N-terminal PH (pleckstrin homology) domain followed by a catalytic (kinase) domain and a regulatory C-terminal tail (C-tail) (Yang et al., 2002). Upon stimulation with growth factors, Akt is recruited to the plasma membrane via its PH domain, where PI3K-dependent phosphorylation of key amino acids (Thr308/Ser473) in the kinase or C-tail domain triggers its catalytic activation (Chu et al., 2020).

Based on this information, we targeted Akt using CRISPR/Cas9 (Moreno-Mateos et al., 2015) to introduce a premature stop codon within the PH-kinase linker sequence, which is essential for protein kinase activation (Fig. 1A,B). Thus, we multiplexed gRNAs (Narayanan et al., 2016) to simultaneously generate insertions or deletions within the PH-kinase linker (Akt2 and Akt3a) or within the beginning of the kinase domain (Akt1, Akt3b). We then selected germ cell mutations inducing premature stop codon in all four Akt proteins (Fig. 1B).

**Fig. 1.**
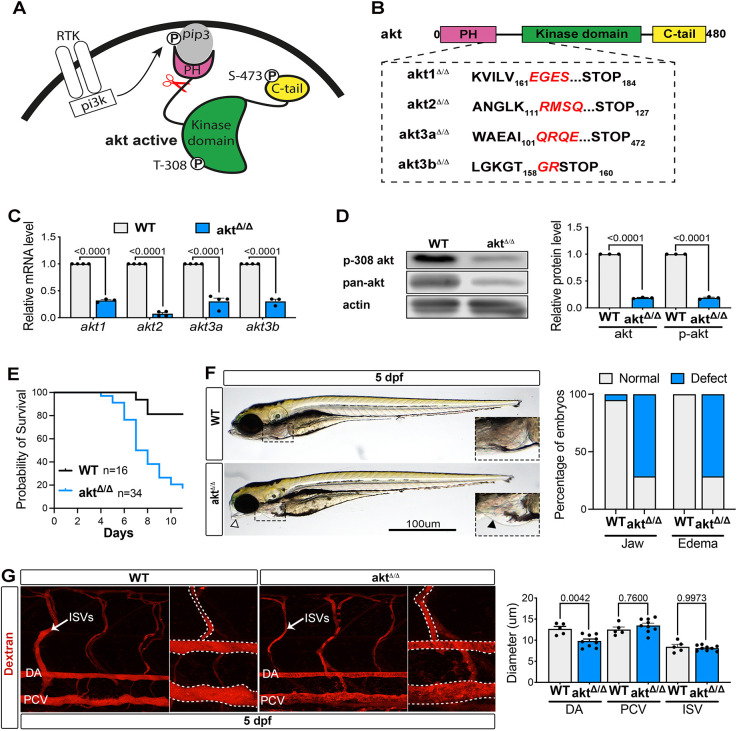
**Zebrafish model of Akt loss of function, *akt*^Δ/Δ^.** (A) Schematic showing Akt activation downstream of receptor tyrosine kinase activation. Scissors represent the site where CRISPR/Cas9 will create mutations. (B) CRISPR/Cas9 strategy. Akt protein structure representation shows protein sequence alignment of wild-type (Akt) and mutant (*akt*^Δ/Δ^) zebrafish lines. Mutated sequences are shown in red. (C) qRT-PCR showing mRNA levels in WT and *akt*^Δ/Δ^ embryos at 4 dpf. Expression levels were normalized to the WT (*n*=3 independent pools of 5 embryos; two-way ANOVA with Šídák's multiple comparisons test). (D) Western blot analysis of WT and *akt*^Δ/Δ^ embryos at 4 dpf (*n*=3 independent pools of 20 embryos; ordinary one-way ANOVA with Tukey's multiple comparison). (E) Survival curve of WT and *akt*^Δ/Δ^ mutants. (F) Left: Brightfield images of zebrafish WT and *akt*^Δ/Δ^ embryos at 5 dpf. Arrowhead shows jaw defect and the boxed area is shown at higher magnification in insets to show edema defects in more detail. Right: Graph shows the percentage of embryos with jaw or edema defects in WT and *akt*^*Δ/Δ*^ *embryos* [*n*=20 (WT), 9 (*akt*^Δ/Δ^) embryos]. (G) Left: Images of live 5 dpf WT or *akt*^Δ/Δ^ embryos injected with tetramethylrhodamine/dextran (2,000,000 molecular weight). The dashed lines indicate the perimeter of the vessels. Graph represents the DA, PCV and ISV diameter quantification [*n*=5 (WT), 9 (*akt*^Δ/Δ^) embryos; Mann–Whitney test]. All quantifications are represented as mean±s.e.m. P, phosphorylation; PH, pleckstrin homology domain; pi3k, phosphatidylinositol 3-kinase; pip3, phosphatidylinositol (3,4,5)-trisphosphate; RTK, receptor tyrosine kinase.

Although mice lacking all three Akt orthologs cannot be generated, we were able to obtain viable adult zebrafish carrying *akt1*, *-3a* and -3*b* as homozygous and *akt2* as heterozygous mutations. These lines allowed us to generate embryos with homozygous mutations in all Akt isoforms (named *akt*^Δ/Δ^). Compared with wild type (WT), *akt*^Δ/Δ^ embryos had an ∼80% reduction in the mRNA levels of each Akt gene (Hentze and Kulozik, 1999) (Fig. 1C). Furthermore, using antibodies recognizing both endogenous levels of total Akt proteins as well as phosphorylated proteins at Thr308 (Vincent et al., 2011), we found that *akt*^Δ/Δ^ embryos offer a model in which Akt signaling activity is significantly diminished (Fig. 1D).

Notably, we found that *akt*^Δ/Δ^ embryos were indistinguishable from WT during the first 48 h post-fertilization (hpf), when organogenesis is accomplished in zebrafish (Stainier, 2001) (Fig. S1A,B). For example, *akt*^Δ/Δ^ embryos showed normal body length and head size, suggesting that Akt is dispensable for overall embryogenesis (Fig. S1A,B).

Next, we followed the development and survival of zebrafish larvae and found that nearly 90% of *akt*^Δ/Δ^ larvae die by day 11, with a progressive increase in mortality after day 5 (Fig. 1E). In 70% of *akt*^Δ/Δ^ larvae at day 5, we noted a mild craniofacial lower jaw defect and pericardial edema (Fig. 1F). Pericardial edema is commonly found in embryos when the developing vascular system is compromised (Stainier et al., 1996). Thus, we visualized the cardiocirculatory system in *akt*^Δ/Δ^ and WT animals at 5 days post-fertilization (dpf) in more detail using microangiography with high molecular weight rhodamine fluorescent dextran (Weinstein et al., 1995). We first identified no differences in overall structure of the trunk vasculature (Fig. 1G). However, we found that *akt*^Δ/Δ^ mutants had a significantly reduced DA lumen size compared with WT embryos, whereas the PCV and intersegmental vessel (ISV) lumens were unaltered (Fig. 1G). These data suggest that Akt signaling is dispensable for embryogenesis, but required for tissue-specific development such as the vascular system.

### Loss of Akt signaling affects the early embryonic formation of the dorsal aorta

We found that lack of Akt signaling has tissue development defects, affecting, for example, the proper formation of the trunk vasculature, particularly the DA. To unveil the organotypic impact of Akt activity in the embryo, we concentrated, as a proof of concept, on vascular defects in *akt*^Δ/Δ^. Notably, we found that *akt1*, *-2* and *-3b* isoforms were expressed in endothelial cells isolated from zebrafish embryos at 24 hpf when the trunk vascular system (DA, PCV and ISVs) is forming (Gore et al., 2012) (Fig. S2A). *akt1* showed the highest expression of these isoforms, congruent with previous observations in mammalian models (Lee et al., 2014).

Next, we generated a transgenic reporter line, *flt4:YFP^hu4881^; kdrl:HRAS-mCherry^s896^* (Hogan et al., 2009), in an *akt*^Δ/Δ^ background to allow the analysis of artery (YFP^+^/mCherry^+^) and vein (YFP^+^) formation (Fig. 2A). To document the formation of the vascular system in an *akt*^Δ/Δ^ background during the first 24 hpf, we performed live time-lapse imaging starting from 20 hpf focusing on the trunk region where the main embryonic artery and vein are forming at this stage. In WT embryos, the artery progenitors sprouted ventrally from the DA primordium to form venous cells and segregate into the PCV by 22 hpf (Fig. 2A) (Herbert et al., 2009). Interestingly, in *akt*^Δ/Δ^ mutants, artery progenitors sprouted to form the PCV but failed to separate by 22 hpf (Fig. 2B).

**Fig. 2.**
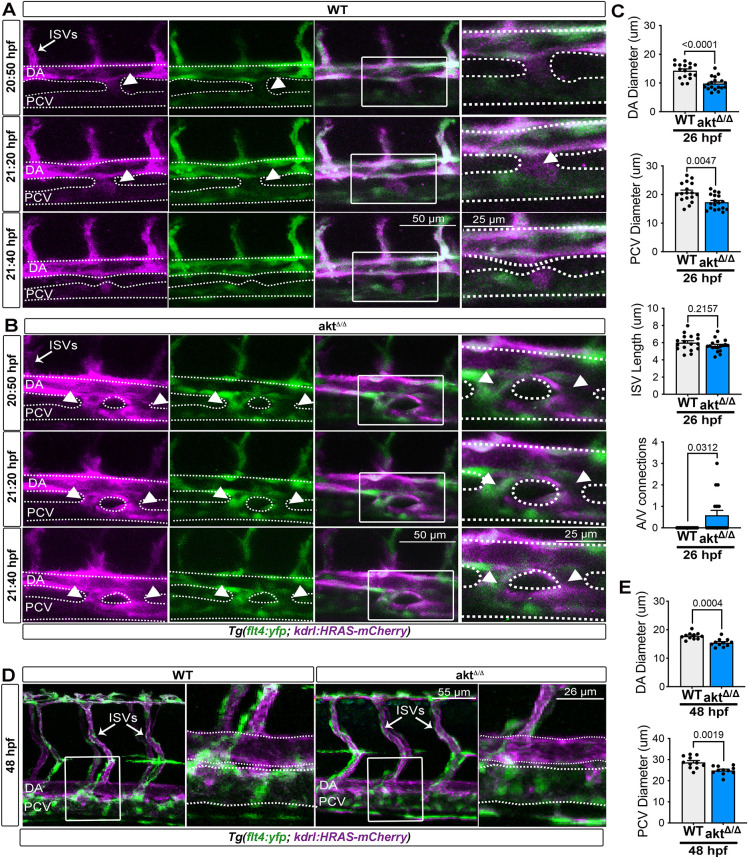
***akt*^Δ/Δ^ embryos exhibit early vascular defects.** (A,B) Images from live time-lapse movies of WT (A) and *akt*^Δ/Δ^ mutants (B) in *Tg (flt4:YFP; kdrl:HRAS-mCherry)^hu4881;s896^* embryos (20-22 hpf). Time stamps are on the left of each panel. White arrowheads indicate connection between the artery and vein. See also Movies 1 and 2. (C) Quantification of DA and PCV diameters and ISV length as well as quantification of artery and vein connections [*n*=17 (WT) and 18 (*akt*^Δ/Δ^) embryos; Mann–Whitney test and Wilcoxon test for A/V connection]. (D) Lateral view (25×) live images of WT and *akt*^Δ/Δ^ embryos at 48 hpf (trunk region) in *Tg (flt4:YFP; kdrl:HRAS-mCherry)^hu4881;s896^*. (E) Quantification of DA and PCV diameters in WT and *akt*^Δ/Δ^ mutants [*n*=17 (WT) and 18 (*akt*^Δ/Δ^) embryos; Mann–Whitney test]. All quantifications are represented as mean±s.e.m. In A.B,D, images on the right are magnified views of the boxed regions to the left, and dotted lines outline vessel perimeters. A/V, artery and vein; DA, dorsal aorta; ISVs, intersegmental vessels; PCV, posterior cardinal vein.

Consistent with the disrupted segregation of artery and vein cells, *akt*^Δ/Δ^ mutants showed a decrease of DA and PCV lumen formation compared with WT at 24 hpf (Fig. 2C). Notably, *akt*^Δ/Δ^ ISVs originating from the dorsal sprouting of the DA endothelial cells grew normally at the same stage (Fig. 2C). Thus, the *akt*^Δ/Δ^ artery and vein development defect was not a general consequence of a delay in vascular development. Furthermore, the reduction of DA and PCV lumen formation was not linked to changes in endothelial cells numbers or obvious endothelial (or non-endothelial) cellular death, because *akt*^Δ/Δ^ and WT strains showed similar numbers of apoptotic cells, as revealed by the TUNEL assay (Fig. S2B).

Next, we examined the DA and PCV around 48 hpf when trunk circulation is fully functional. We found that *akt*^Δ/Δ^ artery and vein cells segregated normally by this time. However, the diameter of the DA, PCV and ISVs were slightly, but significantly, diminished (Fig. 2D,E; Fig. S2C). Congruently, *akt*^Δ/Δ^ mutants at 48 hpf were able to maintain normal circulatory blood flow as the expression of the hemodynamics-sensing genes *klf2*, *pdgfb* and *cxcr4* (Stratman et al., 2020) were similar to WT at this stage (Fig. S2D), suggesting that the capacity of *akt*^Δ/Δ^ endothelial cells to respond to blood flow hemodynamics might resolve early arteriovenous malformations (Corti et al., 2011). Nevertheless, by 5 dpf, only the DA diameter was still affected, suggesting an ongoing effect of Akt loss on this vessel (Fig. 1G).

Overall, these results suggest that Akt signaling contributes to the proper establishment of the embryonic artery and vein layout in the zebrafish trunk, a key step for the formation of the embryonic circulatory system.

### Akt signaling is required for the specification of artery cells independent of ERK phosphorylation

To properly form the main embryonic artery and vein in the zebrafish trunk at 24 hpf, angioblasts migrate from the lateral plate mesoderm (LPM) between the 10 and 18 somite stage (ss) toward the embryonic midline where the expression of *vegfaa* (ortholog of mammalian Vegfa) first instructs arterial specification (Lawson et al., 2002; Zhong et al., 2001). Thus, to identify the cause of early embryo arteriovenous anomalies in *akt*^Δ/Δ^ mutants, we analyzed both the migration of angioblasts and somite *vegfaa* expression.

We first investigated whether endothelial progenitors were positive for the angioblast mesenchymal gene *fli1a* (*fli1*) in *akt*^Δ/Δ^ embryos at 10, 14 and 18 ss (Lawson and Weinstein, 2002b). The pattern of *fli1a* cells, as well as the overall intensity of expression, were undistinguishable between WT and *akt*^Δ/Δ^ LPM at all analyzed stages (Fig. 3A). Moreover, given that Akt has been reported to transduce Vegfa signaling (Gerber et al., 1998), we analyzed the expression level of *vegfaa*. Interestingly, the levels of *vegfaa* expression at 18 ss were not altered in *akt*^Δ/Δ^ versus WT embryos (Fig. 3B). Thus, the altered arteriovenous separation in *akt*^Δ/Δ^ embryos was not a consequence of impaired *fli1a*^+^ cell migration or reduced *vegfaa* expression.

**Fig. 3.**
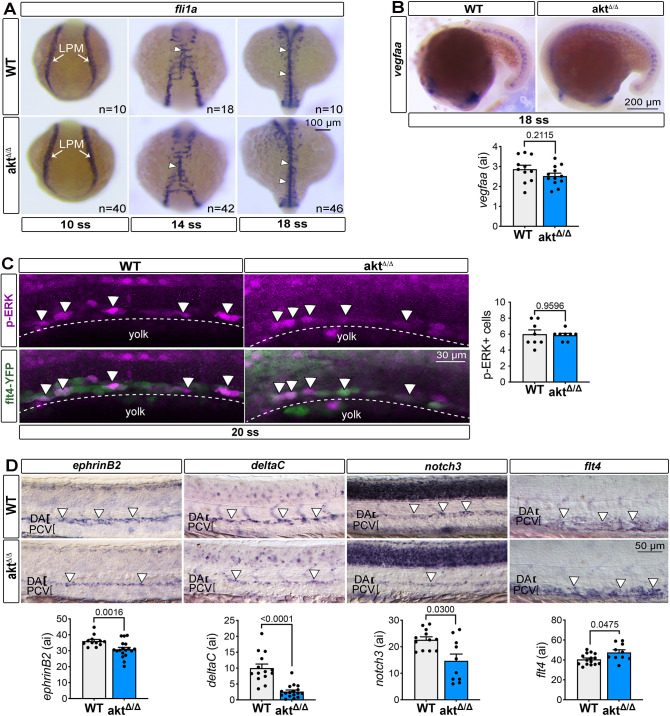
**Loss of Akt impedes artery specification, but not angioblast homing or ERK signaling.** (A) *In situ* hybridization of the marker *fli1a* labels the position of angioblasts at 10 ss, 14 ss and 18 ss in WT and *akt*^Δ/Δ^ embryos. White arrows point to the lateral plate mesoderm (LPM) at 10 ss and white arrowheads indicate the midline formation at 14 ss and 18 ss. (B) Top: *In situ* hybridization of *vegfaa* at 18 ss in WT and *akt*^Δ/Δ^ embryos. Bottom: Graph showing *vefgaa* quantification. All values are divided by 10,000. *n*=11 (WT) and 11 (*akt*^Δ/Δ^) embryos; Mann–Whitney test. (C) Left: Lateral view of immunofluorescence images showing phosphorylated ERK in the DA of WT and *akt*^Δ/Δ^ embryos in *Tg(flt4:YFP)^hu4881^* embryos at 20 ss [*n*=8 (WT) and 8 (*akt*^Δ/Δ^) embryos; Mann–Whitney test]. Dotted lines represent the DA primordium and arrowheads indicate p-ERK^+^ cells. Right: Graph showing the number of p-ERK^+^ cells. (D) Top: *In situ* hybridization of the arterial markers *ephrinB2* [*n*=12 (WT) and 18 (*akt*^Δ/Δ^) embryos], *deltaC* [*n*=14 (WT) and 17 (*akt*^Δ/Δ^) embryos] and *notch3* [*n*=12 (WT) and 10 (*akt*^Δ/Δ^) embryos] and the venous marker *flt4* [*n*=15 (WT) and 10 (*akt*^Δ/Δ^) embryos] at 24 hpf. Arrowheads indicate the region expressing the gene of interest. Bottom: Graph representing all gene expression quantification. All values are divided by 10,000; Mann–Whitney test. All quantifications are represented as mean±s.e.m. ai, arbitrary unit; DA, dorsal aorta; LPM, lateral plate mesoderm; PCV, posterior cardinal vein.

Previous studies showed that the PI3K/Akt pathway can enhance venous specification during zebrafish vascular development through negative regulation of the MAPK activity of ERK, downstream of Vegfa (Hong et al., 2006; Ren et al., 2010). To test whether Akt signaling was impairing trunk artery development via modulation of ERK, we stained *akt*^Δ/Δ^ and WT embryos with an antibody recognizing the total p44/42 Map kinase (ERK/ERK) protein (p-ERK) at 20 ss. In accordance with the previous literature (Shin et al., 2016), p-ERK localized to the angioblasts of the DA primordium (Fig. 3C). Interestingly, the number of p-ERK^+^ cells was comparable in WT and *akt*^Δ/Δ^ 20 ss embryos (Fig. 3C). Furthermore, the overall levels of ERK and p-ERK in the embryos, as quantified by western blotting, remained unchanged between WT and *akt*^Δ/Δ^ embryos (Fig. S3A), suggesting that Akt signaling is necessary for the proper formation of arteriovenous vessels, regardless of ERK phosphorylation.

Next, we examined whether improper arteriovenous remodeling in the *akt*^Δ/Δ^ trunk is related to a lack of artery and/or vein cell specification. In fact, the lack of arteriovenous segregation by 21 hpf in *akt*^Δ/Δ^ is reminiscent of the arterial specification defect found in models with reduced Notch-dependent arterial genes (Herbert et al., 2009; Lawson et al., 2002; Quillien et al., 2014). To verify this hypothesis, we tested the expression of the *efnb2a*, *dlc* and *notch3* genes in the DA at 24 hpf. Relative to WT, *akt*^Δ/Δ^ embryos showed a decreased expression of all these arterial markers in the DA at 24 hpf (Fig. 3D). In contrast, the expression of a PCV venous marker, *ftl4*, or other markers for the maturation of spinal cord neurons [*ngn1* (*neurog1*) and *elavl3*; Kim et al., 1996; Korzh et al., 1998] and somites [*myoD* (*myod1*); Weinberg et al., 1996], showed no obvious changes in *akt*^Δ/Δ^ versus WT embryos (Fig. 3D; Fig. S3B).

Thus, arteriovenous defects in *akt*^Δ/Δ^ mutants are associated with the improper specification of artery cells.

### Loss of Akt signaling affects the expression of genes involved in artery, but not vein, specification

The data described above show that *akt*^Δ/Δ^ embryos have decreased expression of artery genes in the DA at 24 hpf. To test this phenotype in more detail at the molecular level, we used fluorescence-activated cell sorting to isolate whole-embryo endothelial cells (*kdrl*:mCherry^+^) from WT and *akt*^Δ/Δ^ embryos at 24 hpf and performed single-cell RNA sequencing (scRNA-seq). 

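The *kdrl*:mCherry reporter labels endothelial cells with a red fluorescent protein, and the sorted cells were captured in droplets in which the polyadenylated mRNA of each cell is tagged with a cell barcode and with unique molecular identifiers (UMIs), so that each captured mRNA is counted once. One library was made per genotype at 24 hpf, and the authors deposited the UMI counts of each gene in each cell, as written by Cell Ranger 5.0.0 and without normalization. The WT library held 16400 cells and 128759603 UMIs, with a median of 5930.5 UMIs per cell, and the *akt*Δ/Δ library held 9464 cells and 91736598 UMIs, with a median of 8247. No deposited cell had fewer than 500 UMIs. With 1 library per genotype the cells are not replicates, so the differences between genotypes have no replicate check and no test was made. All intervals are exact 95% intervals, Clopper-Pearson for shares of cells and Poisson for UMIs, and they cover counting error only.

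Levels are given as CPM, the UMIs of a gene scaled to the total UMIs of the same group of cells, and changes as the log2 ratio of *akt*Δ/Δ to WT. The mutated genes were examined first, in the 15369 cells of the endothelial clusters. *akt2* (LL0000000556) was at 13.3 CPM (12.3 to 14.3) in WT and at 9.06 CPM (8.29 to 9.87) in *akt*Δ/Δ, from 704 and 513 UMIs, a log2 ratio of -0.55 (-0.72 to -0.38). *akt3b* (LL0000000559) was at 9.08 CPM (8.29 to 9.93) in WT and 8.24 CPM (7.51 to 9.03) in *akt*Δ/Δ, and its log2 ratio of -0.14 (-0.33 to 0.05) was within counting error. *akt3a* (LL0000000558) had 36 UMIs in WT and 42 in *akt*Δ/Δ, and *akt1* (LL0000000554) had 2 and 1, too few for a direction. Whether the annotation of the files counts the transcripts of *akt1* in full is not known. In endothelial cells *akt2* alone therefore differed by more than counting error. Of the 500 genes closest in level, 9.4% had a lower log2 ratio than *akt2*, so a fall of this size was not rare between these libraries. With edgeR's TMM scaling between the genotypes the log2 ratio of *akt2* was -0.46, the value furthest from the first among the alternatives tried for this gene, and over all cells of the libraries that of *akt3b* was 0.24 (0.07 to 0.41). Outside the endothelial clusters it was -0.068 (-0.50 to 0.35), so the value over all cells comes from the larger share of endothelial cells in the *akt*Δ/Δ library and not from a higher level in either group.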

We isolated and sequenced 25,565 cells from WT and *akt*^Δ/Δ^ embryos. 

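Cells with at least 200 detected genes were kept, and genes seen in at least 3 of these cells. This left 16398 WT cells and 9462 *akt*Δ/Δ cells, 25860 in all, and removed 2 cells from each library. Of the 36351 genes in the files, 26130 remained. A minimum of 500 detected genes left 22439 cells, the lowest number among the filters tried. Doublets, droplets that hold 2 cells, were not removed, because the paper's text names no such step.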

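The UMI counts of each cell were scaled to 10000 and log-transformed, and the 2000 most variable genes gave 30 principal components, on which a shared nearest neighbor graph was partitioned by the Louvain method in Seurat 5.3.0. The libraries were merged without integration. Since the paper's text gives no resolution, values from 0.1 to 1.5 were tried in steps of 0.1 and the lowest of those closest to the study's number of clusters was used, which was 0.6. The number of clusters is therefore set by that choice and is not an independent result. At Seurat's default resolution of 0.8 the same graph gave 24 clusters.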

We first grouped cells into 21 clusters using an unbiased graph-based clustering method and represented the data as uniform manifold approximation and projection (UMAP) graphs (Fig. S4A) (Becht et al., 2019). 

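Clusters are numbered here from the largest to the smallest and do not carry the numbers of the study. The difference in share between the genotypes was largest in the erythroid-like cluster, which held 11.9% of WT cells (11.4 to 12.4) and 6.71% of *akt*Δ/Δ cells (6.22 to 7.23), a difference of -5.19 percentage points. With 15 principal components the erythroid-like share fell to 6.97% of WT cells and 2.17% of *akt*Δ/Δ cells, and its direction was kept. Each of the 8 endothelial clusters held a larger share of *akt*Δ/Δ cells than of WT cells, by a ratio of 1.12 to 2.21. The highest ratio was in cluster 6, which had few UMIs per cell and held 3.39% of WT cells (3.12 to 3.68) and 7.49% of *akt*Δ/Δ cells (6.97 to 8.04). Among the other clusters only the one resembling hematopoietic stem and progenitor cells (HSPCs) took a larger share in *akt*Δ/Δ, 1.47% (1.24 to 1.73) against 1.12% (0.961 to 1.29). Shares within a library sum to 100%, so these differences are not independent of one another. Every cluster contained cells of both genotypes. Within the erythroid-like cluster a hemoglobin list of 13 genes had a median log2 ratio of 0.44, which limits a comparison of the cluster's size. Not all globin genes that mark the cluster were higher. As a share of library UMIs, *hbae3* in these cells had a log2 ratio of -1.06, against -0.67 for all their UMIs.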

There were no major differences in cluster distribution or number between WT and *akt*^Δ/Δ^ cells (Fig. S4A), suggesting no major lack or gain of different cell types during vascular development.

To elucidate the identity of each cell in the identified groups, we applied a marker-based approach to define 21 clusters (Fig. S4B). 

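Markers of each cell type were fixed before the data were examined, as were the filters, the definition of the artery and vein cells and the genes to be compared. A cluster took a name where at least 3 markers of one list reached 2 times their level in the remaining cells and its leading genes did not contradict the name. By this rule cluster 4 was erythroid-like, cluster 9 neutrophil-like, cluster 17 macrophage-like, cluster 15 HSPC-like, clusters 7 and 19 neuronal-like, cluster 13 fibroblast-like, cluster 14 skeletal muscle-like, cluster 16 epidermal-like, cluster 18 epithelial-like and cluster 20 notochord-like. Cluster 11 reached only 2 epidermal markers and was left unnamed. Clusters 3 and 6 were also left unnamed, since their cells had a median of 874 and 1077 UMIs in WT and of 683 and 1485 UMIs in *akt*Δ/Δ, far below the medians of their libraries, and no marker of a single cell type among their 10 leading genes. Cluster 3 held 11.6% of WT cells (11.1 to 12.1) and 9.02% of *akt*Δ/Δ cells (8.45 to 9.61).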

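The HSPC-like cluster had 322 cells. In it *gata2b* was at 42.1 CPM and found in 25.2% of cells, against 9.58 CPM in the cluster with the next highest level, and *myb* was at 199 CPM and found in 68.3% of cells, with a further 113 CPM in the neutrophil-like cluster. In the erythroid-like cluster of 2587 cells *gata1a* reached 174 CPM and *alas2* 858 CPM, and they were found in 81.8% and 95.3% of cells, while no other cluster exceeded 23.6 CPM of *gata1a* or 82.4 CPM of *alas2*. The smallest cluster, with 66 cells, had 1039 CPM of *col5a3a* and 4564 CPM of *cnmd*, which elsewhere stayed at or below 39.0 and 95.4 CPM. It was also marked by cartilage collagen genes such as *col2a1a* and *col9a3*.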

Besides endothelial cells, we also identified hematopoietic stem and progenitor cells (Cluster 15) via the expression of *gata2b* and *myb* (Ghersi et al., 2023), erythroid cells (Cluster 2) via the expression of *gata1a* and *alas2* (Ghersi et al., 2019; Kasper et al., 2020), and possible contaminants such as notochord cells (Cluster 14) expressing *col5a3a* and *cnmd* (Wagner et al., 2018). From the initial 25,565 cells, we then subclustered cells with higher expression levels of pan-endothelial markers such as the endogenous *kdrl* and *cdh5* genes (Fig. S4B) (Larson et al., 2004; Liao et al., 1997). These endothelial cells corresponded to a total of 16,933 cells (Fig. S4B). 

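A cluster was taken as endothelial where the mean log-normalized values of *kdrl* and of *cdh5* over its cells were both above the mean of all cluster means. This held for clusters 0, 1, 2, 5, 6, 8, 10 and 12, in which *kdrl* ranged from 0.988 to 1.58 and *cdh5* from 1.08 to 1.67 on the natural log scale. In the other clusters *kdrl* reached at most 0.530 and *cdh5* at most 0.791, both in the low-depth cluster 3. Clusters 2 and 5 carried the arterial markers and clusters 1 and 12 the venous markers. Cluster 8 reached 4 of the heart markers and was kept, because the rule rested on *kdrl* and *cdh5* alone.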

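The endothelial clusters held 15369 cells, 8840 from WT, which is 53.9% of that library (53.1 to 54.7), and 6529 from *akt*Δ/Δ, which is 69.0% (68.1 to 69.9). Their median depth was 5618.5 UMIs in WT and 8454 UMIs in *akt*Δ/Δ, so an endothelial cell of the *akt*Δ/Δ library was sampled 1.50 times as deeply. Taking all cells with at least 1 UMI of *kdrl* or *cdh5* instead of clusters gave 18038 cells, and the same rule on the clusters at resolution 0.8 gave 15317.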

We next selected cells co-expressing three venous-specific genes, *stab2*, *dab2* and *lyve1b* (named vein), or three artery-specific genes, *dll4*, *efnb2a* and *notch3* (named artery) (Fig. 4A,B) (Gurung et al., 2022). 

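A marker was taken as expressed where a cell had at least 1 UMI of it, and a cell had to express all 3 markers of one set and not all 3 of the other. This gave 488 artery and 3110 vein cells in WT and 402 artery and 2138 vein cells in *akt*Δ/Δ. A further 131 WT cells and 87 *akt*Δ/Δ cells expressed all markers of both sets and were counted in neither class. The rule left 57.8% of WT and 59.8% of *akt*Δ/Δ endothelial cells unclassified. These cells were shallow, with medians of 4636 and 6594 UMIs, against 7394.5 and 11172 UMIs in artery cells and 6668.5 and 10521.5 in vein cells.

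Free RNA in the droplets also adds UMIs, and the erythroid-like cells, which should lack these genes, show how many. *dll4* was found in 45.6% of WT endothelial cells (44.5 to 46.6) and in 8.50% of WT erythroid-like cells (7.30 to 9.83). The WT erythroid-like cells had a median of 20284.5 UMIs. For *stab2* the shares were 69.5% (68.5 to 70.5) and 29.2% (27.2 to 31.3). In *akt*Δ/Δ, where the erythroid-like cells had a median of 29303 UMIs, *dll4* was found in 47.8% of endothelial cells (46.6 to 49.1) and 7.72% of erythroid-like cells (5.76 to 10.1), and *stab2* in 72.0% (70.9 to 73.1) and 28.0% (24.6 to 31.7). After every cell was thinned to 1000 UMIs, *stab2* was found in 35.8% of WT and 34.4% of *akt*Δ/Δ endothelial cells and in 3.37% and 3.14% of erythroid-like cells. This left out 439 WT and 393 *akt*Δ/Δ endothelial cells and 51 WT and 29 *akt*Δ/Δ erythroid-like cells with fewer UMIs.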

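Of the cells assigned to either class, artery cells made up 13.6% in WT (12.5 to 14.7) and 15.8% in *akt*Δ/Δ (14.4 to 17.3), and vein cells 86.4% and 84.2%. The counting intervals of the genotypes overlapped at their ends, which does not by itself place the difference within counting error. As a share of all endothelial cells, artery cells were 5.52% in WT (5.05 to 6.02) and 6.16% in *akt*Δ/Δ (5.59 to 6.77), and vein cells 35.2% (34.2 to 36.2) and 32.7% (31.6 to 33.9). The shares depend on how deeply each cell was sampled. With every cell thinned to 1000 UMIs, which left 25 artery cells in WT and 11 in *akt*Δ/Δ, they were 4.33% and 4.15% of the classified cells. Thinning the *akt*Δ/Δ cells alone by the ratio of the medians left their 10th percentile at 877 UMIs against 1772.7 in WT, and gave an artery share in *akt*Δ/Δ of 11.8% on average over 20 random draws, from 10.9% to 12.5%. Both libraries were therefore also thinned to the same depths, at each rank the lower depth of both, an alternative added after the data had been seen, with a mean of 5930.9 UMIs per endothelial cell in WT and 5929.6 in *akt*Δ/Δ. The artery share was then 13.6% in WT (13.5 to 13.7 over 20 draws) and 12.1% in *akt*Δ/Δ (11.4 to 13.1), so that the higher share in *akt*Δ/Δ was not kept.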

We found that in both WT and *akt*^Δ/Δ^ cells, 82-84% of endothelial cells were veins and 15-17% were arteries (Fig. 4B). This observation aligns with the embryonic stage, when widespread arterialization from venous cells is not yet fully realized in the cranial region (Fujita et al., 2011).

**Fig. 4.**
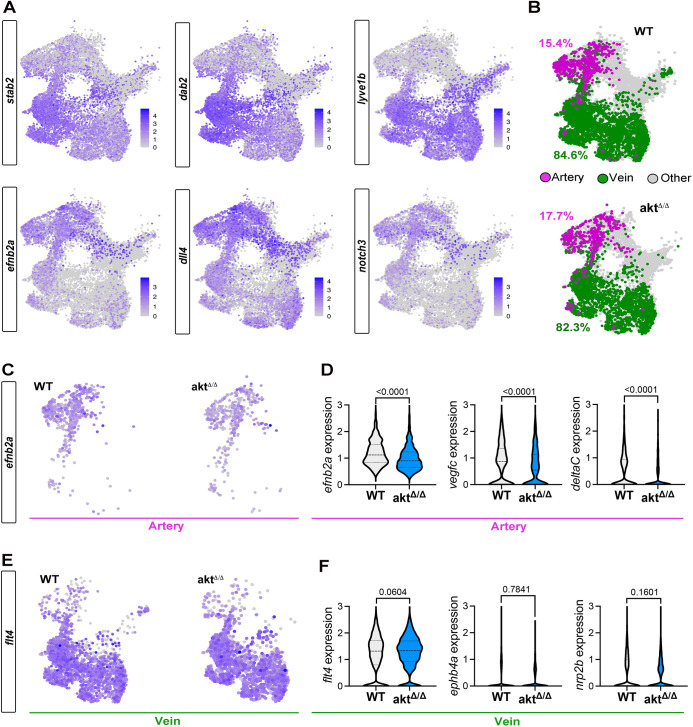
**Single-cell RNA sequencing shows defects in artery specification of *akt*^Δ/Δ^ endothelial cells.** (A) UMAP of venous (*stab2*, *dab2*, *lyve1b*) and arterial (*dll4*, *efnb2a*, *notch3*) markers expressed in all endothelial cell subsets. (B) UMAP of artery and venous classification using our marker strategy identification. The percentages correspond to the proportion of arterial (magenta) or venous (green) cell populations out of all endothelial cell subsets. (C) UMAP of *efnb2a* expression in WT and *akt*^Δ/Δ^ arterial subsets. (D) Violin plot of *efnb2a*, *vegfc* and *deltaC* expression within the arterial subset (Mann–Whitney test). (E) UMAP of *flt4* expression in WT and *akt*^Δ/Δ^ venous subsets. (F) Violin plot of *flt4*, *ephb4a* and *nrp2b* expression within the venous subset (Mann–Whitney test). All quantifications are represented as mean±s.e.m.

Because the percentage of endothelial cells expressing vein and artery markers was similar across genotypes (Fig. 4B), we searched for differences in the overall level of gene expression. 

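Levels were computed from the UMIs summed over all cells of a class in each library. The artery cells contributed 4053860 UMIs in WT and 4858414 in *akt*Δ/Δ, and the vein cells 22152780 and 23570348. Over all genes with at least 20 UMIs the median log2 ratio was 0.02 in artery cells and -0.09 in vein cells, so single genes are read against a median near 0. The requirement that each marker be detected acts on the levels of the markers themselves, because in a shallow cell only a high level is detected. When WT endothelial cells were thinned by the factor that separates the libraries and the classes were called again, 283 artery cells were left, and the log2 ratio of the full to the thinned WT artery cells was -0.26 for *efnb2a*, -0.35 for *notch3*, 0.00087 for *vegfc* and -0.14 for *dlc*. A deeper library thus has lower *efnb2a* in artery cells chosen in this way, without any difference between embryos.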

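In artery cells *efnb2a* (LL0000009438) was at 244 CPM in WT (229 to 260) and 179 CPM in *akt*Δ/Δ (167 to 191), a log2 ratio of -0.45 (-0.58 to -0.31). *vegfc* (LL0000031836) was at 216 CPM (202 to 231) and 145 CPM (134 to 156), a log2 ratio of -0.58 (-0.73 to -0.44), and *dlc* (LL0000008969) at 97.2 CPM (87.8 to 107) and 47.8 CPM (41.8 to 54.3), a log2 ratio of -1.03 (-1.27 to -0.79). Among the 500 genes closest in level, 5.4% had a lower log2 ratio than *efnb2a*, 3.6% a lower one than *vegfc* and 1.8% a lower one than *dlc*. At the level of single cells the mean log-normalized *efnb2a* was 1.24 with an SD of 0.475 over WT artery cells and 1.03 with an SD of 0.441 over *akt*Δ/Δ artery cells. *efnb2a* is also one of the genes that define the class. The cells chosen by *dll4* and *notch3* alone, 841 in WT, hold the same 989 and 870 UMIs of *efnb2a*, so that their log2 ratio of -0.43 is not an independent value. The alternative that moved *efnb2a* most was thinning every cell to 1000 UMIs, with a log2 ratio of -0.038. With both libraries thinned to the same depths in 20 draws, the log2 ratio of *efnb2a* was -0.12 on average and its interval included 0 in 16 draws, whereas *vegfc* averaged -0.49 and *dlc* -0.93, with no interval that included 0.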

Consistent with the differences detected by whole mount *in situ* hybridization, we observed a significant decrease in the expression level of the arterial markers *efnb2a*, *vegfc* and *dlc* in the *akt*^Δ/Δ^ artery cells compared with WT (Fig. 4C,D). 

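*flt4* (LL0000010410), the gene of a receptor for Vegfc, was at 319 CPM in WT vein cells (311 to 326) and 311 CPM in *akt*Δ/Δ vein cells (304 to 318), a log2 ratio of -0.035 (-0.08 to 0.01). *ephb4a* (LL0000009719) was at 45.5 CPM (42.8 to 48.4) and 32.2 CPM (30.0 to 34.6), a log2 ratio of -0.50 (-0.64 to -0.36). *nrp2b* (LL0000020633) was at 101 CPM (96.5 to 105) and 74.7 CPM (71.3 to 78.3), a log2 ratio of -0.43 (-0.52 to -0.34). The ratio of *flt4* was within counting error, and those of *ephb4a* and *nrp2b* were beyond it. That of *flt4* changed with the setting, to -0.056 (-0.10 to -0.02) with at least 2 of the 3 markers and to 0.081 (0.03 to 0.13) in cells taken by *kdrl* or *cdh5*. Of the 500 genes closest in level, 5.8% had a lower log2 ratio than *ephb4a* and 7% a lower one than *nrp2b*. The shares of vein cells with a UMI of these genes went the other way, from 25.4% to 28.3% for *ephb4a* and from 45.1% to 49.9% for *nrp2b*. In erythroid-like cells *ephb4a* was found in 4.05% of WT and 2.68% of *akt*Δ/Δ cells and *nrp2b* in 6.05% and 3.62%. Since the *akt*Δ/Δ cells were deeper, no order was read from these shares. At the same depths the log2 ratios averaged -0.010 for *flt4*, -0.43 for *ephb4a* and -0.42 for *nrp2b* over 20 draws, and no interval of *ephb4a* or *nrp2b* included 0. With TMM scaling the log2 ratios of *ephb4a* and *nrp2b* were -0.40 and -0.33.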

The expression of genes associated with venous specification, such as *flt4*, *ephb4a* and *nrp2b*, were not significantly changed (Fig. 4E,F). Moreover, we observed that the expression levels of *flt4*, *ephb4a* and *nrp2b* remained unaltered in the *akt*^Δ/Δ^ artery cells, and the expression levels of *efnb2a*, *vegfc* and *dlc* in the *akt*^Δ/Δ^ vein cells consistently mirrored those of the WT (Fig. S4C). These findings support the idea that artery and vein cells did not undergo a fate switch, likely explaining why arteriovenous malformations are resolved by the onset of circulation. 

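In artery cells the log2 ratios of the venous genes were 0.14 (-0.03 to 0.30) for *flt4*, -0.56 (-0.93 to -0.19) for *ephb4a* and 0.04 (-0.64 to 0.72) for *nrp2b*. Only that of *ephb4a*, from 34.3 CPM (28.8 to 40.5) in WT to 23.3 CPM (19.2 to 28.0) in *akt*Δ/Δ, was beyond counting error, and at the same depths its interval included 0 in 13 of 20 draws. That of *flt4* was beyond it under some alternatives, with 0.19 (0.06 to 0.31) where at least 2 of the 3 markers were required. *nrp2b* had a level of 8.63 CPM (6.01 to 12.0) in WT artery cells, from 35 UMIs, at which only large differences could be seen. In vein cells the log2 ratio of *efnb2a* was -0.07 (-0.24 to 0.11). *vegfc* was at 11.6 CPM (10.2 to 13.1) in WT vein cells and 4.75 CPM (3.91 to 5.72) in *akt*Δ/Δ vein cells, a log2 ratio of -1.28 (-1.62 to -0.96), and *dlc* at 15.7 CPM (14.1 to 17.4) and 10.9 CPM (9.57 to 12.3), a log2 ratio of -0.53 (-0.77 to -0.29). At the same depths these averaged -1.29 and -0.54, and 0 lay in none of the intervals. The level of *vegfc* in vein cells is a small part of that in artery cells, and it was found in 5.69% of WT vein cells against 2.97% of WT erythroid-like cells (2.26 to 3.82).

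**Figure D1:**
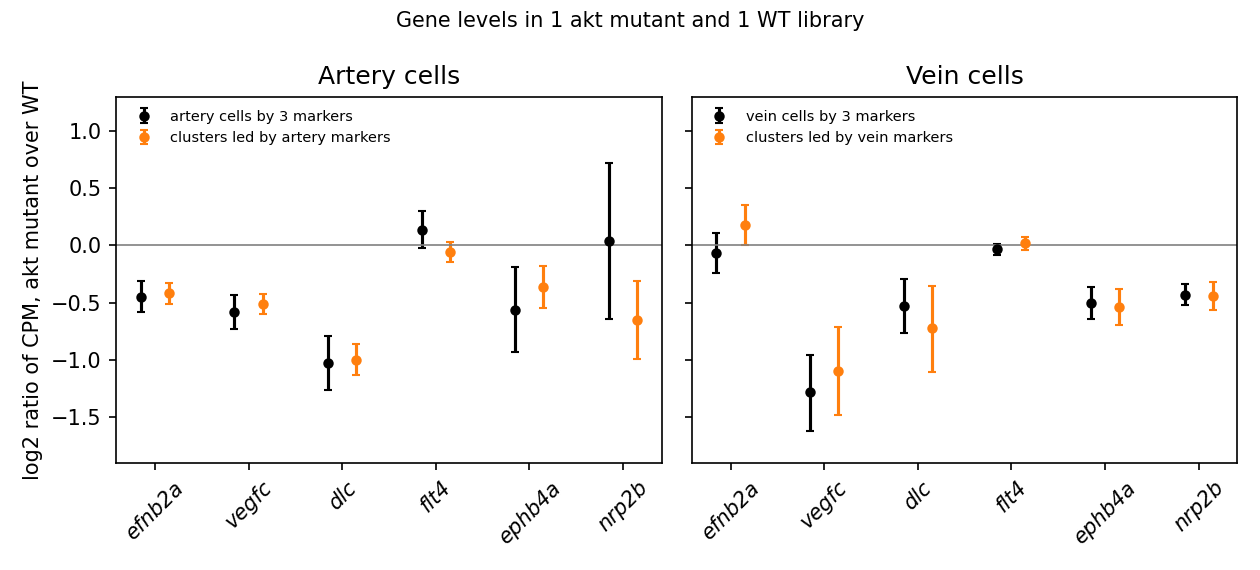
Log2 ratio of CPM between *akt*Δ/Δ and WT for 6 genes, in artery and vein cells chosen by 3 markers and in clusters led by artery or vein markers. Points are the ratios of summed UMIs and bars are 95% counting intervals, with 1 library per genotype. *dlc* and *vegfc* lie below 0 in all groups of cells shown, and *flt4* has intervals that include 0 in all of them.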

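With all UMIs, cells that expressed all markers of both classes made up 1.48% of WT endothelial cells (1.24 to 1.76). In *akt*Δ/Δ they made up 1.33% (1.07 to 1.64), a difference within counting error. With both libraries thinned to the same depths, in 1 draw, they were 131 of 8840 WT and 40 of 6529 *akt*Δ/Δ endothelial cells. The share was then lower in *akt*Δ/Δ, so the similar shares depend on depth. Lists of 27 arterial and 20 venous genes, fixed in advance and without the 6 class markers, were also compared. Each median log2 ratio was set against 10000 random lists of the same size matched on mean level, as a description of these libraries. Genes with fewer than 20 UMIs in a class were left out, so that 21 arterial and 18 venous genes were used in artery cells. There the median of the arterial list was 0.03, at percentile 65.53 of the random lists, and that of the venous list 0.12, at percentile 93.09. In vein cells they were -0.16, at percentile 10.42, and -0.11, at percentile 7.38. None of the 4 medians lay outside the central 95% of the random lists. Of the venous class markers, *stab2* and *dab2* were higher in *akt*Δ/Δ artery cells, with log2 ratios of 0.41 (0.30 to 0.52) and 0.30 (0.19 to 0.42). *lyve1b* went the other way there, with a log2 ratio of -1.52 (-2.75 to -0.41) from 24 and 10 UMIs. At the same depths its interval included 0 in 13 of 20 draws. Cells with all 3 venous markers had been taken out of the artery cells, which acts on each of these genes. In vein cells *lyve1b* was lower, with a log2 ratio of -0.79 (-0.83 to -0.75) from 13530 and 8330 UMIs. At the same depths this averaged -0.61 over 20 draws, with no interval that included 0.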

Altogether, we show that, during formation of the embryonic vessels, artery cells lacking Akt signaling components are not properly specified whereas vein cells form normally.

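The same genes were measured where no single marker chose the cells. In clusters 2 and 5, which were led by artery markers and held 2703 WT and 1789 *akt*Δ/Δ cells, the log2 ratios were -0.42 (-0.51 to -0.33) for *efnb2a*, -0.51 (-0.60 to -0.43) for *vegfc* and -1.00 (-1.13 to -0.86) for *dlc*. *flt4* was at -0.054 (-0.14 to 0.03), *ephb4a* at -0.36 (-0.55 to -0.18) and *nrp2b* at -0.65 (-0.99 to -0.31). The low-depth cluster 6, which was also led by artery markers, was left out of this group after its values had been seen. With it the log2 ratios were -0.44 for *efnb2a*, -0.54 for *vegfc*, -0.88 for *dlc*, -0.013 for *flt4*, -0.33 for *ephb4a* and -0.41 for *nrp2b*, and only the interval of *flt4* included 0. In clusters 1 and 12, led by vein markers, with 2385 WT and 1610 *akt*Δ/Δ cells, *flt4* was at 0.018 (-0.04 to 0.07), *ephb4a* at -0.54 (-0.69 to -0.38), *nrp2b* at -0.44 (-0.56 to -0.32), *efnb2a* at 0.18 (0.01 to 0.36), *vegfc* at -1.09 (-1.48 to -0.71), *dlc* at -0.72 (-1.10 to -0.35) and *lyve1b* at -0.84 (-0.89 to -0.78). Over all endothelial cells, where no arterial or venous marker had to be detected, *efnb2a* was at -0.37 and *dlc* at -0.80. From the lower *efnb2a*, *vegfc* and *dlc* in *akt*Δ/Δ artery cells, and from venous genes that it finds not significantly changed, the paper concludes that artery cells lacking Akt signaling are not properly specified while vein cells form normally.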

### Akt signaling controls artery specification upstream of the Notch pathway

Based on our data, artery cells are not appropriately specified in the absence of Akt signaling, causing aberrant artery-vein segregation during development of the DA primordium. This suggests that Akt might have a direct role in the regulation of arterial gene expression independently of other kinases. Consistently, previous studies have shown that Notch acts downstream of Akt signaling in multiple processes, including cancer, neuronal development, or postnatal angiogenesis (Bedogni et al., 2008; Kerr et al., 2016; Konantz et al., 2016; Zhang et al., 2011a). Given that Notch is the master regulator of artery cell specification at this stage of DA development (Quillien et al., 2014), we hypothesized that Akt could sustain the artery gene program via the modulation of Notch activity.

To test this hypothesis, we first interrogated how Notch activity is regulated in the *akt*^Δ/Δ^ artery cells identified in our single-cell sequencing analysis. We used a previously developed algorithm, named AUCell, which scores the activity of signaling networks in each cell by assessing the entire Notch signaling gene set, and enables comparison across genotypes, making it possible to identify cells with distinct Notch signaling activity (Aibar et al., 2017). We first identified Notch-active WT cells by sampling and scoring the expression of the Notch-dependent genes reported under the zebrafish Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway. 

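Scores were computed as AUCell defines them. The genes of a cell are ranked by UMIs, and the score is the area under the curve that recovers the list within the top 5% of ranked genes. The KEGG lists themselves were not used here. In their place stood lists written by gene family in advance, with 66 genes of the Notch pathway and 363 of the Mapk pathway found in the files, so the scores share the scale but not the exact genes of the study. Most genes of a cell have 0 or 1 UMI and are tied, and ties were put in random order. To see what this order adds, the scores were computed again over 20 other orders, an alternative added after the data had been seen. These orders, and the draws at lower depth, reuse the same cells. Their ranges leave out the sampling of cells, for which no interval of the score differences was made. The Notch list contains *dll4* and *notch3*, which also define the artery cells.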

We identified that the Notch-active cells were significantly enriched in our artery versus vein cells (Fig. 5A). 

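In WT the mean Notch score was 0.0522 with an SD of 0.0181 over the 488 artery cells and 0.0330 with an SD of 0.0148 over the 3110 vein cells, a difference of 0.0192. Over 20 random orders of tied genes this difference ranged from 0.0183 to 0.0193. Without *dll4* and *notch3* it was 0.00723. With ligands, receptors and targets alone, which include both genes, it was 0.0638, the alternative that moved it most. It kept its direction under every alternative tried. Part of the difference therefore comes from 2 genes whose detection was required of the artery cells.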

Next, we evaluated the level of Notch-active cells in *akt*^Δ/Δ^ compared with WT artery cells. 

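The mean Notch score was 0.0489 with an SD of 0.0193 over *akt*Δ/Δ artery cells, a difference from WT artery cells of -0.00327 in the random order of tied genes first used. Over 20 other orders the difference averaged -0.00226 and ranged from -0.00297 to -0.00151, so the first order gave a larger difference than any of them. Without *dll4* and *notch3*, whose levels in *akt*Δ/Δ artery cells had log2 ratios of -0.63 (-0.72 to -0.53) and -0.40 (-0.55 to -0.25), the difference was -0.00078 in the first order and 0.00031 on average over the 20 orders, 5 of which lay below 0. At the same depths the log2 ratio of *dll4* averaged -0.42, with no interval that included 0, and that of *notch3* 0.013, with 0 in all 20 intervals. The score difference was 0.00025 in 1 order of tied genes when the top 10% of ranked genes was used. It was 0.00277 when every cell was thinned to 1000 UMIs, from 25 WT and 11 *akt*Δ/Δ cells with SDs of 0.0185 and 0.0172. Neither value is enough to show a reversal. With ligands, receptors and targets alone, a list that also holds *dll4* and *notch3*, it was -0.00846, and -0.00337 in 1 draw at the same depths. At the same depths the score difference averaged -0.00022 over 20 draws, from -0.00208 to 0.00174, with 13 draws below 0. In clusters 2 and 5, where no marker had to be detected, it averaged -0.00176 over 20 orders, from -0.00206 to -0.00150, and -0.00140 at the same depths, from -0.00205 to -0.000933. With cluster 6 these were -0.00145 and -0.000972, and all 20 orders and draws lay below 0. *dll4* was lower there too, with a log2 ratio of -0.43 (-0.48 to -0.37). Summed over artery cells, the genes of the Notch list had a median log2 ratio of 0.06, at percentile 74.85 of matched random lists.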

Consistent with our prediction, artery cells lacking Akt signaling exhibited significantly less Notch activity (Fig. 5B). 

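For the Mapk list, which also holds the *akt* genes, the mean score was 0.0344 with an SD of 0.00649 over WT artery cells and 0.0342 with an SD of 0.00611 over *akt*Δ/Δ artery cells. The difference was -0.00015, and over 20 random orders of tied genes it averaged -7.8e-05, ranging from -0.00036 to 0.00023 with 16 below 0. Its sign changed under 5 of the alternatives, among them 0.00013 with at least 2 of the 3 markers required. At the same depths it averaged -0.00038, and all 20 draws lay below 0. Such counts of draws or orders cover thinning and ties, and not the sampling of cells. In clusters 2 and 5 the Mapk difference averaged 2.3e-05 over 20 orders, 5 below 0, and -0.00016 at the same depths, all 20 draws below 0, and with cluster 6 it was -0.00056 and -0.00065, all below 0. The median log2 ratio of the list's genes in artery cells was -0.03, at percentile 5.72 of matched random lists, and outside the endothelial and erythroid-like clusters -0.12, at percentile 0.88.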

We also used the same approach to verify that Mapk activity was not diminished in the same *akt*^Δ/Δ^ artery cells (Fig. S5A,B).

**Fig. 5.**
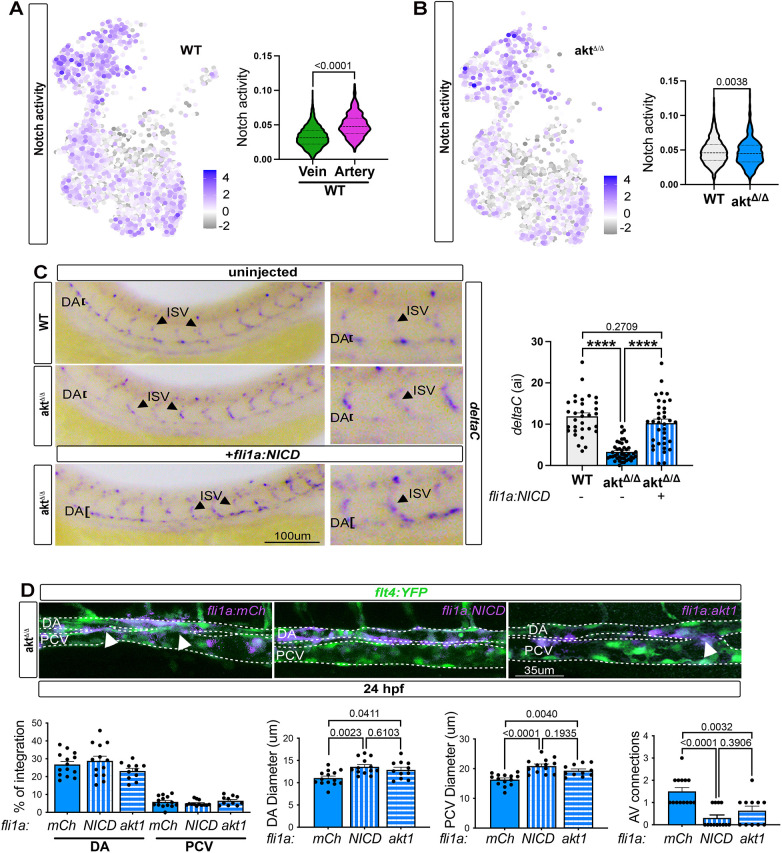
**Loss of Akt alters artery specification via Notch signaling.** (A) UMAP of Notch activity in WT and violin plot of Notch signaling activity in venous and arterial cells, obtained with AUCell (Mann–Whitney test). (B) UMAP of Notch activity in *akt*^Δ/Δ^ venous and arterial cells, and violin plot of Notch activity in WT and *akt*^Δ/Δ^ arterial cells (Mann–Whitney test). (C) *In situ* hybridization against *deltaC* in WT and *akt*^Δ/Δ^ injected or not with endothelial cell-specific NICD (+*fli1a*:*NICD*) at 24 hpf [*n*=32 (WT), 43 (*akt*^Δ/Δ^) and 35 (*akt*^Δ/Δ^ +*fli1a*:*NICD*) embryos; ordinary one-way ANOVA]. (D) Top: Live imaging of *akt*^Δ/Δ^ embryos at 24 hpf injected or not with *fli1a:mCherry*, *fli1a*:*akt1* or *fli1a:NICDi*. Arrowheads indicate connection between artery and vein. Dashed lines delineate the DA and PCV. Bottom: Quantification of the percentage of integration of each construct in the DA or PCV, DA and PCV diameters, and A/V connections [*n*=14 (*akt*^Δ/Δ^ +*fli1a*:*mCh*), 13 (*akt*^Δ/Δ^ +*fli1a*:*NICD*) and 11 (*akt*^Δ/Δ^ +*fli1a*:*akt1*) embryos; ordinary one-way ANOVA]. All quantifications are represented as mean±s.e.m. DA, dorsal aorta; PCV, posterior cardinal vein.

To verify at the functional level whether endothelial Notch activity could restore arterialization and proper artery and vein lumen formation in *akt*^Δ/Δ^, we independently activated Notch under the *fli1a* endothelial promoter. We cloned the Notch1 intracellular domain (NICD) (Quillien et al., 2014) and utilized the Tol2-transposon system to introduce *fli1a*:NICD into *akt*^Δ/Δ^ mutants in ∼18-45% of DA ECs (Fig. 5D) and confirmed expression of the artery genes *dlc* and *ephrinB2*. Remarkably, we found that both *dlc* and *ephrinB2* levels were reduced in the *akt*^Δ/Δ^ artery cells (Figs 3D, 4D, 5C; Fig. S5C), but the endothelial activation of NICD was adequate to restore their expression in the mutant DA to a level similar to that of WT embryos at 24 hpf (Fig. 5C; Fig. S5C). No difference was noted in the expression of *dlc* in other vessels, such as the ISVs (Fig. 5C), supporting the notion that Akt-Notch regulation occurs in the main embryonic artery. Interestingly, the expression of NICD in artery cells was sufficient to ameliorate the effect on PCV diameter, suggesting that the early vascular venous diameter defect is a potential consequence of improper artery specification (Fig. 5D). This was further corroborated by the expression of a constitutively active form of Akt1, one of the main endothelial-specific isoforms, in the DA. This intervention was adequate to enhance DA and PCV diameter and arteriovenous connections compared with the control fli1a:mCh alone (Fig. 5D).

Overall, these data suggest that Akt signaling is required during the development of the DA upstream of Notch signaling to regulate early arterial specification (Fig. 6).

**Fig. 6.**
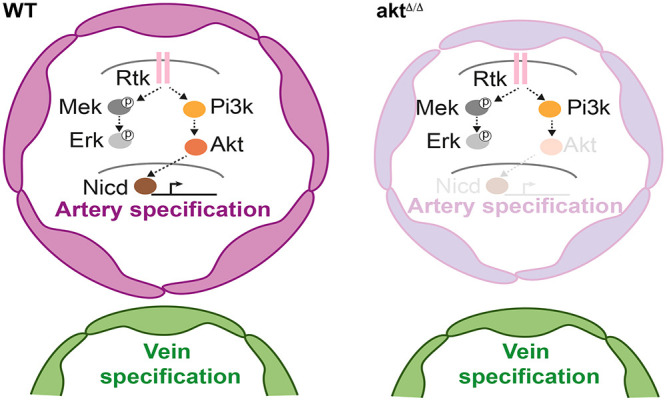
**Model of artery specification controlled by Rtk/Akt/Notch signaling.** In this study, we created the first zebrafish model with loss-of-function mutations in all four Akt genes (*akt*^Δ/Δ^). We found that Akt signaling is required for specifying endothelial cell progenitors into arteries independently of other kinases. Notably, restoring Notch activity in the dorsal aorta compensates for Akt loss, suggesting that Akt acts upstream of Notch in artery specification during embryonic development. Pi3k, phosphatidylinositol 3-kinase; Rtk, receptor tyrosine kinase.

## DISCUSSION

Despite the central role of Akt signaling in vascular homeostasis (Chu et al., 2016; Ren et al., 2010), its importance during early vascular development has yet to be thoroughly addressed owing to the lack of viable vertebrate genetic models lacking Akt signaling in the embryo. Here, we generate the first vertebrate model, in zebrafish, carrying loss-of-function mutations in all four Akt genes. We first found that embryos lacking pan-Akt signaling undergo embryogenesis normally but manifested tissue-specific developmental defects around 5 dpf. The most prominent anomalies observed were related to vascular artery hypoplasia and lower jaw development, defects that likely compromise the survival of larvae lacking Akt signaling. We examined the phenotype associated with artery development and determined that Akt is required for the proper specification of endothelial progenitor cells into arteries. Single-cell sequencing of endothelial cells from developing artery and vein tissue showed that Akt signaling is required to sustain Notch activity. Notch-dependent artery genes can be restored without Akt signaling in the DA by ligand-independent activation of Notch. Overall, our data suggest that, during the establishment of the embryonic artery, Akt is a kinase upstream of the Notch pathway that sustains artery specification (Fig. 6).

Akt plays a crucial role in the regulation of metabolism, transcription, cell migration, cell cycle progression, and cell survival. The existence of viable knockout mice for each of the three Akt isoforms suggests their functional redundancy. *Akt1*-null mice are growth retarded, *Akt2*-deficient mice develop type 2 diabetes-like syndrome, and *Akt3*-null mice show impaired brain development (Chen et al., 2001; Cho et al., 2001; Tschopp et al., 2005). The double knockout *Akt1*^−/−^ *Akt3*^−/−^ causes embryonic lethality at around embryonic day 11, with severe developmental defects in the cardiovascular and nervous systems (Yang et al., 2005). Double *Akt1*^−/−^ *Akt2*^−/−^ mutants die a few hours after birth and display impaired skin development, skeletal muscle atrophy, and impaired bone development (Peng et al., 2003). Because of the interdependence between the vascular system and other organs and tissues during development, it is difficult to fully dissect which tissue is directly affected by the loss of Akt signaling or the loss of a proper circulatory system in the embryo. In contrast to mice, zebrafish organogenesis and tissue development rely largely on oxygenation from water, rather than from oxygenated red blood cells distributed by the blood vascular circulation. Thus, it is not surprising that our Akt mutants can be analyzed despite having a defect in establishment of the early circulatory vascular loop, i.e. the segregation of artery and vein. Nevertheless, consistent with the mouse model lacking two of the three Akt isoforms (Akt1 and Akt2), we did observe impaired bone development in the craniofacial region in *akt*^Δ/Δ^ embryos (Peng et al., 2003). Furthermore, even if we did not observe major defects in the development of neuronal cells and muscles, we cannot exclude the possibility of specific phenotypes in the function of these tissues, such as neurobehavioral and/or motor control defects. However, our established zebrafish Akt-signaling mutants provide the unprecedented possibility of screening for the physiological roles of Akt kinases throughout the development of other tissues.

Here, we decided to use our Akt signaling loss-of-function embryos to study the physiological role of Akt in the development of the vascular system. Although other studies have attempted to approximate the role of the kinase Akt during vascular development in zebrafish, they mainly induced loss of Akt activity indirectly by inhibiting the upstream kinase function of PI3K (Hong et al., 2006; Lange et al., 2022; Nicoli et al., 2012), which might affect downstream signaling pathways other than Akt phosphorylation and activation. Thus, we reasoned that any discrepancies among zebrafish and/or mouse models analyzing Akt function might be related to the previous lack of a comprehensive genetic model to test Akt function.

Our data particularly focus on the establishment of the main embryonic artery in zebrafish development and we discovered that Akt mutants suffer from improper segregation of artery and vein cells during the formation of the DA. Notably, we did not observe angiogenesis defects associated with the formation of the ISVs, suggesting that other kinases might be required for early angiogenesis downstream of vascular endothelial growth factors. For example, ERK could be downstream of Vegfa-mediated angiogenesis of ISVs, as previously reported (Shin et al., 2016). We found that ERK phosphorylation is unperturbed in zebrafish lacking artery specification, supporting a model in which Akt is the main kinase downstream of Vegfa for artery specification, but not angiogenesis, at this stage of development.

Our data demonstrate that Akt is the kinase upstream of Notch-dependent arterial specification of angioblasts forming the early embryonic artery. Several Notch-dependent arterial genes were downregulated in *akt*^Δ/Δ^ artery cells, and overexpression of NICD restored the expression of the artery fate marker *dlc*. In this context, Akt might regulate Notch activity directly or indirectly. For example, it has been reported that the zinc finger transcription factor Evi1 (Mecom) can induce Notch activity by indirectly sustaining the phosphorylation of Akt during the endothelial-to-hematopoietic transition in the zebrafish DA (Konantz et al., 2016). Furthermore, during postnatal angiogenesis it has been shown that Akt can directly phosphorylate Notch4-ICD (Lee et al., 2014) and regulate Notch4 nuclear localization (Ramakrishnan et al., 2015). Furthermore, Angiopoietin 1 can induce vascular quiescence in endothelial cells by activating Akt signaling and sustaining the level of intracellular Notch indirectly by phosphorylating glycogen synthase kinase 3β (GSK3β), thereby enhancing β-catenin activity (Zhang et al., 2011). Overall, our data and the Akt loss-of-function model system will open the way to exciting new hypotheses on how Akt can directly or indirectly control the level of Notch activity in the main embryonic artery.

Miransertib is a pan-Akt inhibitor used in preclinical studies for PI3K-driven tumors (Yu et al., 2015), and the application of this drug is being evaluated in the treatment of other disease models, such as vascular malformations (Kobialka et al., 2021 preprint). The study presented here shines light on the physiological requirement for Akt signaling in tissue formation during embryonic development. Furthermore, it will also inform on the potential effects of pharmaceutical targeting of Akt signaling during disease states in which embryonic-like programs, including tissue formation, repair, and cancer progression, can be reactivated (Fazilaty and Basler, 2023). Hence, we believe that our newly established zebrafish Akt loss-of-function model, together with our analysis of the vascular system in this mutant, will help to screen for physiological processes linked to Akt signaling and potential undesirable effects of pan-Akt-inhibitor therapies.

## MATERIALS AND METHODS

### Generation of Akt loss-of-function zebrafish

A multiplexed pool of CRISPR sgRNA and Cas9 mRNA were used to generate Akt4 isoform loss-of-function zebrafish. Those fish were generated in the background of *Tg(flt4:YFP; kdrl:mCherry)^hu4881s916^*. gRNA sequences are listed in Table S1. The T7 endonuclease I (NEB) method was used to determine the mutagenesis. Genomic DNA was isolated from a clutch of injected embryos with 100 mM sodium hydroxide and 1 M pH 7.5 Tris-HCl and then amplified regions, including the mutation site, were amplified by PCR. After 3 months, the F0 founder fish was genotyped using fragment analysis (DNA analysis Facility, Yale University, CT, USA) and out-crossed with WT. Genotyping primers are listed in Table S1. After genotyping out-crossed F1 zebrafish, genomic DNA was isolated and amplified with PCR. The PCR products were cloned into TOPO vector with the TOPO TA cloning kit (Invitrogen) for sequencing. The sequencing results demonstrated that the mutant strains were *akt1^ya348^* (−1Δ), *akt2^ya349^* (+10Δ), *akt3a^ya350^* (−21Δ) and *akt3b^ya351^* (−4Δ), which are termed *akt1*^Δ/Δ^, *akt2*^Δ/Δ^, *akt3a*^Δ/Δ^ and *akt3b*^Δ/Δ^ here, with the combination of all four alleles termed *akt*^Δ/Δ^. For Figs 1D, 3B and Figs S3A, S5C, *akt*^Δ/Δ^ embryos were not genotyped, and were generated from the in-cross of *akt1*, *akt3a*, *akt3b* homozygous and *akt2* heterozygous mutants.

### Flow cytometry and qRT-PCR

WT and Akt loss-of function zebrafish embryos were collected at 24 hpf, dechorionated and placed in 2 ml tubes with egg water. Egg water was removed and replaced with 250 µl Dulbecco's phosphate-buffered saline (DPBS). To each tube, 30 µl liberase was added and incubated at 28°C for 45-60 min total. Every 10-15 min, samples were pipetted up and down to disassociate cells. Then, 600 µl 1 mM EDTA was added into each tube and then 200 µl cold fetal bovine serum. Samples were kept on ice and mixed with 1 ml cold suspension media [50 ml suspension media contains 40 µl of 1 M CaCl_2_, 500 µl penicillin 50 units/ml and streptomycin 0.05 mg/ml (Thermo Fisher Scientific), 250 µl fetal bovine serum and 49.21 ml of Leibovitz medium (Sigma-Aldrich)]. The same samples were combined in one 15 ml tube and centrifuged at 1800 rpm (304 ***g***) for 5 min at 4°C. The supernatant was removed and replaced with 2 ml suspension media, then the tube was mixed gently and centrifuged at 1800 rpm (304 ***g***) for 5 min at 4°C. The supernatant was then removed and replaced with 1-2 ml suspension media. The re-suspended pellets were strained into a FACS tube, mixed with 1:2000 of 200 µg/ml DAPI and placed on ice.

Samples were centrifuged at 1800 rpm (304 ***g***) for 5 min at 4°C and mixed with 500 µl TRIzol (Ambion), then100 µl chloroform was added into the samples, followed by 15 s vortexing and 2-3 min incubation at room temperature. After 15 min, samples were centrifuged at 12,000 ***g*** at 4°C, and the aqueous phase was carefully transferred into a new tube and mixed with 250 µl 100% isopropanol. Samples were incubated at −20°C overnight and centrifuged at 12,000 ***g*** for 10 min for 4°C. The pellet was washed with 75% ethanol after removing the supernatant. After the RNA pellet was dry, RNA was re-suspended in water and measured using a NanoDrop One (Thermo Fisher Scientific) machine to determine the concentration and A260/A280 ratio. Finally, 300 ng RNA was mixed with iScript Reaction mix and reverse transcriptase (Bio-Rad) to generate cDNA in a 20 µl reaction mixture for each sample, into which 80 µl water was added; 5 µl out of the resulting 100 µl volume was mixed with SYBR Green master mix (Bio-Rad) for qPCR. The 2^−ΔCT^ and 2^−ΔΔCT^ methods were used to analyze the relative mRNA expression level of genes of interest.

### Western blotting

WT and Akt loss-of function zebrafish embryos (24 h and 4 dpf) were placed in 1.5 ml tubes containing 1× PBS. Embryos were pipetted with a 20 µl tip to break the zebrafish tissues and centrifuged at 1300 rpm (159 ***g***) for 10 min. After removing the supernatant, pellets were re-suspended in lysis buffer (see next paragraph for composition) with 2 µl per embryo. The lysates were left on ice for 15 min, mixed for 15 s and centrifuged at 12,000 rpm (15,523 ***g***) for 10 min at 4°C. The supernatant was transferred to new cold tubes, sonicated for 6 s and protein concentration was measured using a DC Protein Assay kit (Bio-Rad). The samples were mixed with 6× protein buffer and boiled for 5 min. Approximately 20 µg of protein samples were added into each well of a 10% SDS–polyacrylamide gel electrophoresis (SDS-PAGE) gel and run at 80 V for 20 min then 100 V for about 1 h. Then, the SDS-PAGE gel was transferred to 0.45-μm nitrocellulose membranes (Bio-Rad) at 100 V for 2 h. The nitrocellulose membrane was incubated with blocking buffer (Tris-buffered saline with 0.1% Tween 20 with 5% bovine serum albumin) for 1 h, then with primary antibody at 4°C overnight, washed with TBST (Tris-buffered saline with 0.1% Tween 20) for 5 min three times. Blots were visualized using a LI-COR Odyssey imaging system and analyzed using Image Studio software (LI-COR).

Lysis buffer contains 50 mM Tris-HCl, 1% NP-40 (v/v), 0.1% SDS, 0.1% deoxycholic acid, 0.1 mM EDTA, 0.1 mM EGTA and 8 mg NaF, 4 mg sodium pyrophosphate, 20 mg Complete Protease Inhibitors (Roche), 3 mg Pefabloc SC AEBSF (Roche), 0.25 mM sodium orthovanadate and 50 mM β-glycerophosphate in 10 ml lysis buffer. Protein buffer contains 70 ml Tris-HCl, 36 ml glycerol, 10 g SDS, 6 ml 2-methylbutane, 40 mg Bromophenol Blue and water to a final volume of 120 ml. Primary antibodies (1:1000) were: monoclonal rabbit phospho-Akt T308 (Cell Signaling Technology, 2965), monoclonal mouse pan-Akt (Cell Signaling Technology, 2920), monoclonal rabbit p-ERK (Cell Signaling Technology, 4370), monoclonal rabbit ERK (Cell Signaling Technology, 4695) and monoclonal mouse anti-actin (Sigma-Aldrich, A4700). Secondary antibodies (1:10,000) were: goat anti-rabbit Alexa Fluor 680 (Invitrogen, A20984), goat anti-mouse Alexa Fluor 680 (Invitrogen, A21057) and goat anti-mouse DyLight 800 (Rockland, 610-145-002-0.5). Raw images of western blots can be found in Fig. S6.

### *In situ* hybridization and immunofluorescence

For *in situ* hybridization, WT and Akt loss-of-function embryos (10 ss, 14 ss, 18 ss and 24 hpf) were fixed with 4% paraformaldehyde (PFA), pH 7.5, at 4°C overnight. After removing PFA, samples were washed with PBSTw (PBS with 0.02% Tween 20) for 5 min three times and incubated in 100% methanol (MeOH) at −20°C overnight. Samples were washed with 75% MeOH/PBSTw, 50% MeOH/PBSTw, 25% MeOH/PBSTw and PBSTw for 5 min, respectively, and additionally washed with PBSTw three times for 5 min each. Then, samples were digested in proteinase K at 10 µg/ml for 10 min and re-fixed in 4% PFA for 20 min at room temperature, then washed quickly with PBSTw three times. After removing PBSTw, samples were mixed with 300-400 µl HB4 and incubated at 60°C for 1 h. HB4 contains 50% formamide, 25% 20× SSC, 5 mg/ml torula, 50 µg/ml heparin, 0.1% Tween 20 and 5% dextran sulfate. After removing HB4, samples were incubated with 100-150 µl probe in HB4 [*vegfaa* (Lawson et al., 2002); *flt4*, *klf2*, *pdgfrB*, *cxcr4* (Kasper et al., 2017); *notch3*, *ephrinB2*, *deltaC*, *fli1a* (Lawson et al., 2001); *ngn1*, *elavl3* (Kim et al., 1996); *myoD* (Weinberg et al., 1996); 1:300] overnight at 60°C. The next day, samples were washed for 30 min twice with 2× SSCTw/50% formamide at 60°C, once for 15 min with 2× SSCTw and for 30 min twice with 0.2× SSCTw (2× SSCTw contained 2× SSC with 0.1% Tween 20; 0.2× SSCTw contained 0.2× SSC with 0.1% Tween 20). After blocking samples with 300-400 µl 5% sheep serum in PBSTw for 1 h at room temperature with gentle shaking, samples were incubated with 100-150 µl anti-Digoxigenin-AP-Fab fragment (1:10,000) (Roche, 11093274910) in 5% sheep serum with PBSTw at 4°C overnight. At Day 3, samples were washed with PBSTw with variable times starting with 5 min, to 20 min to overnight. After washing for 5 min twice with fresh and filtered staining buffer, samples were incubated in 500 µl staining solution for up to 48 h in dark. To stop the reaction, samples were washed with PBS/20 mM EDTA three times and kept at 4°C. Staining buffer contained 100 mM NaCl, 50 mM MgCl_2_, 100 mM Tris (pH 9.5) and 0.1% Tween 20. Staining solution contained 200 µl NBT/BCIP (Roche) and 9.8 ml staining buffer. Quantification was carried out as described in a previous publication (Dobrzycki et al., 2018).

For immunofluorescence, WT and Akt loss-of-function embryos (24 hpf) were fixed and washed under the same conditions as *in situ* hybridization. After permeabilization with 0.125% trypsin in PBS on ice for 20 min, samples were washed with PBSTw for 5 min three times and blocked at 4°C for 3-4 h. Primary antibodies were: monoclonal rabbit phospho-ERK (Cell Signaling Technology, 4695; 1:100), chicken polyclonal anti-GFP (Abcam, 13970; 1:300) and rabbit polyclonal RFP antibody (antibodies-online, ABIN129578; 1:300) were mixed with samples overnight. Samples were washed six times for 45 min each wash and incubated with secondary antibodies [goat anti-chicken Alexa Fluor 488 and goat anti-rabbit Alexa Fluor 680 (Invitrogen, A-21209 and A-21209; 1:300)] overnight and washed with PBSTw six times for 45 min each wash. Embryos were imaged with a Lecia SP8 microscope.

### TUNEL assay

Thirty to forty WT and Akt loss-of-function zebrafish were placed in 1.5 ml tubes and fixed with 4% PFA at 4°C overnight. Samples were washed with PBS three times, placed in 100% MeOH at −20°C overnight and washed with 75% MeOH/PBSTw, 50% MeOH/PBSTw, 25% MeOH/PBSTw and PBSTw for 5 min, respectively. After treatment with 10 µg/ml proteinase K at room temperature for 1.5 min, samples were washed with PBTw (1× PBS + 0.1% Tween 20) twice and re-fixed in 4% PFA at room temperature for 20 min. Samples were washed with PBST for 5 min five times and incubated with pre-chilled ethanol:acetic acid (2:1) at −20°C for 10 min. After three washes of PBST for 5 min each, samples were incubated at room temperature in 75 µl equilibration buffer for 1 h (ApopTag Red *in situ* Apoptosis Detection kit; Millipore). A small volume of working strength TdT (70% reaction buffer and 30% TdT with 0.3% Triton X-100) was added into the reaction and incubated at 37°C overnight. The positive control was incubated with DNaseI overnight. The negative control was incubated without TdT. The reaction was stopped with working strength stop/wash buffer (1 ml concentrated buffer with 34 ml dH_2_O) for 3-4 h at 37°C. After washing with PBST three times for 5 min each, samples were blocked with 2 mg/ml bovine serum albumin and 5% sheep serum in PBST for 1 h at room temperature and incubated in the dark for 45-60 min at room temperature with working strength rhodamine antibody solution (from the kit). After a 30 min wash with PBST four times, samples were incubated for 15 min with DAPI (1:200) in PBSTw and washed three times with PBST prior to imaging.

### Live fish imaging and size measurement

WT and Akt loss-of-function embryos (24 hpf) were placed in 1% low range agarose gel plate and 0.003% 1-phenyl-2-thiourea, 1% tunicamycin (Millipore-Sigma, T7765) in egg water and imaged by confocal microscopy (Leica SP8 upright confocal microscope). Using the software Neulicuda, we tracked the DA, PCV and ISV manually and then DA, PCV diameters and ISV length were quantified.

### Microangiography and Imaris measurement

Embryos were anesthetized in 0.1% tricaine methane sulfonate, placed on an agarose mold, and injected pericardially with 4 nl tetramethylrhodamine/dextran (2,000,000 molecular weight, Thermo Fisher Scientific) at a concentration of 10 mg/ml. Subsequently, the vasculature of embryos was checked for dextran fluorescence signal under a stereomicroscope (Olympus, MVX10). Embryos with dextran fluorescence were mounted in 1% low-melt agarose within glass-bottom microwell dishes and imaged with a Leica SP8 upright confocal microscope. Confocal fluorescence images were analyzed with Imaris microscopy image analysis software (Bitplane, Oxford Instruments). Vessel diameters were manually traced with the ‘Filament’ module.

### Plasmid expression constructs

The endothelial-specific expression of mCherry and NICD was constructed via a Gateway cloning strategy using pME-mcherry (Addgene #26028) and pentr-NICD (Addgene #46048), p5E-fli1a (Addgene #31160) and pTol2 destination vector.

The endothelial-specific expression of myr-Akt1 was constructed via a Gateway cloning strategy using myr-Akt1 (Chan et al., 2002; Ramaswamy et al., 1999), p5E-fli1a (Addgene #31160) and pTol2 destination vector. Those plasmids were combined in LR multisite Gateway cloning reaction. Embryos were then injected in the one-cell state with 25 pg of the expression construct and Tol2 transposase mRNA, and later selected for mCherry expression.

### scRNA-seq analysis

The single-cell experiment was performed following the 10x Genomics single-cell protocols and with a commercial kit (10x Genomics Chromium Next GEM Single Cell 3′ Library Construction Kit v2.1, PN-120237). Quality control was ensured as previously described (Ghersi et al., 2023; Satija et al., 2015; Stuart et al., 2019). Briefly, the data were filtered such that all the cells that had fewer than 200 unique transcripts detected were eliminated, as were the genes that were seen in fewer than three cells. The data were first clustered in Seurat. Then, we used three markers to define two main clusters as vein and artery.

AUCell (version 1.14.0) was employed for all cells. The area under the curve was used to quantify and test the signature enrichment of the Notch gene set in each cell. The gene sets used were described in the KEGG for both Notch (dre04330) and Mapk (dre04010). All the downstream visualization and analysis were carried out in R language.

### Statistics and reproducibility

The visualizations were generated using ggplot2 (version 3.3.5) and GraphPad Prism (version 9). All sample sizes and statistical tests used are specified in each legend. Prior to the experiments, a power analysis was performed to determine the sample size needed. A Mann–Whitney test was used when comparing two groups to test mean differences (whole-mount *in situ* hybridization, live imaging, immunofluorescence and scRNA-seq). Ordinary one-way ANOVA with Tukey's multiple comparison was used when comparing more than two groups to test mean differences (whole-mount *in situ* hybridization quantification). One-sample *t*-test and Wilcoxon test were used to compare two-paired samples (qRT-PCR). The operator performing quantification was unaware of the sample group for each image. Data distribution was assumed to be normal, but this was not formally tested.

## Supplementary Material

10.1242/develop.202727_sup1 Supplementary information

Table S2. Source data for all experiments part of this study.

# Supplementary material for: Akt is a mediator of artery specification during zebrafish development
**Source:** Development. 2024 Sep 2;151(17):dev202727. doi: 10.1242/dev.202727
**Supplement:** Supplementary information

**Fig.S1**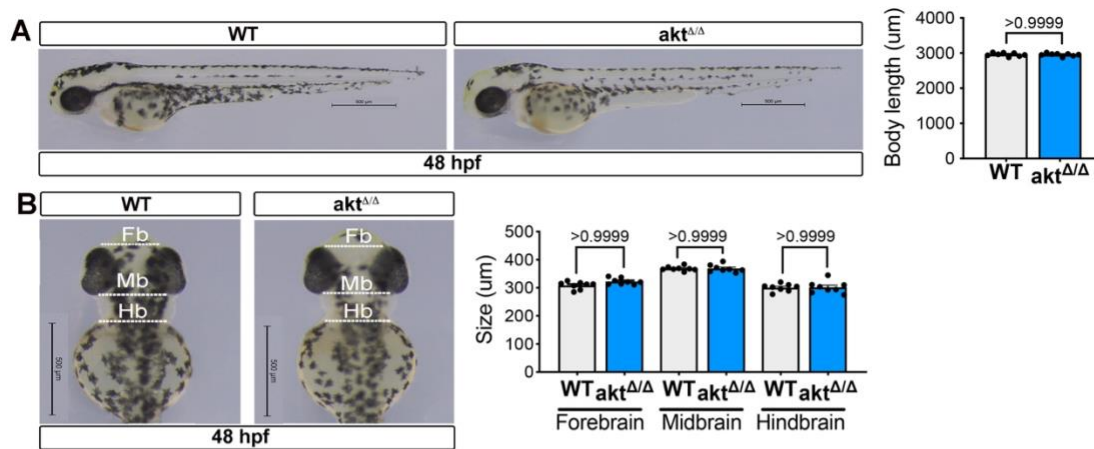**Fig. S1. Gross morphology is not affected in a  $kt^{\Delta/\Delta}$  zebrafish.**

(A) Lateral brightfield images of WT and  $akt^{\Delta/\Delta}$  at 48 hpf. Quantification corresponds to head to tail fin measurements. (n= 8 (WT) and 8 ( $akt^{\Delta/\Delta}$ ) embryos, ordinary one-way ANOVA) (B) Dorsal brightfield images of WT and  $akt^{\Delta/\Delta}$  heads at 48 hpf. Quantification corresponds to forebrain, midbrain and hindbrain measurements. (n= 8 (WT) and 8 ( $akt^{\Delta/\Delta}$ ) embryos, ordinary one-way ANOVA). All quantifications are represented with mean  $\pm$  s.e.m. Fb: forebrain, Mb: midbrain, Hb: dpf: hindbrain and hpf: hours post fertilization.

Fig.S2

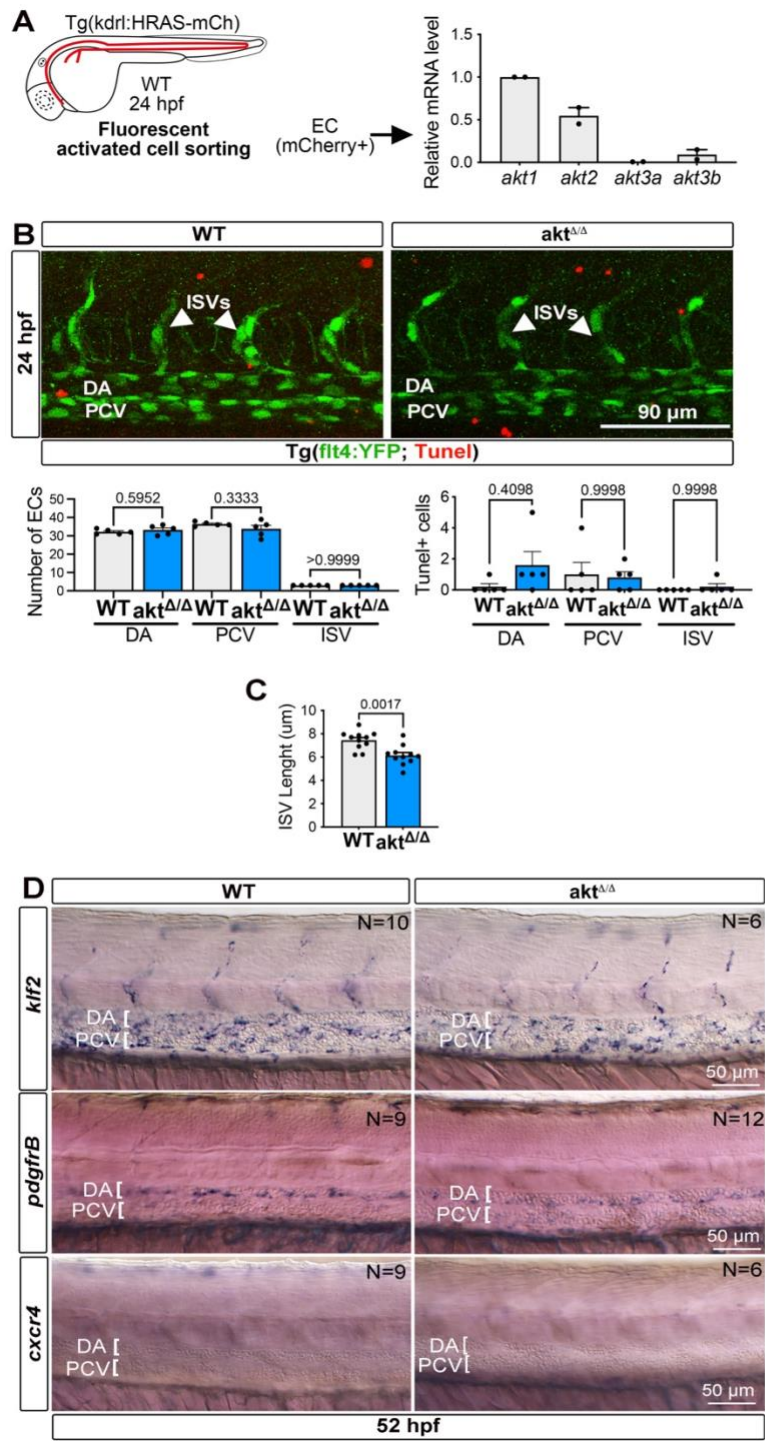

**Fig. S2. Blood flow is not affected in a  $kt^{\Delta/\Delta}$  zebrafish.**

(A) Schematic representation of endothelial cell isolation experiment design. qRT-PCR showing mRNA levels of akt isoforms in WT embryos in endothelial cells (mCherry+) fluorescent activated cell sorted. Expression levels were normalized to akt1 (n= 2 independent experiments constituted of a pool of 5 embryos). (B) Confocal image of WT or  $akt^{\Delta/\Delta}$  embryos at 24 hpf trunk with TUNEL assay labeling the apoptotic cells and quantification. (n= 5 (WT) and 5 ( $akt^{\Delta/\Delta}$ ) embryos, ordinary one-way ANOVA). (C) Quantification of intersegmental vessels length from Figure 2C. (D) Whole mount *in-situ* hybridization of *klf2*, *pdgfrB* and *cxcr4* in WT and  $akt^{\Delta/\Delta}$  at 52 hpf. All quantifications are represented with mean  $\pm$  s.e.m. ISVs: intersegmental vessels, DA: Dorsal aorta and PCV: posterior cardinal vein.

**Fig.S3**

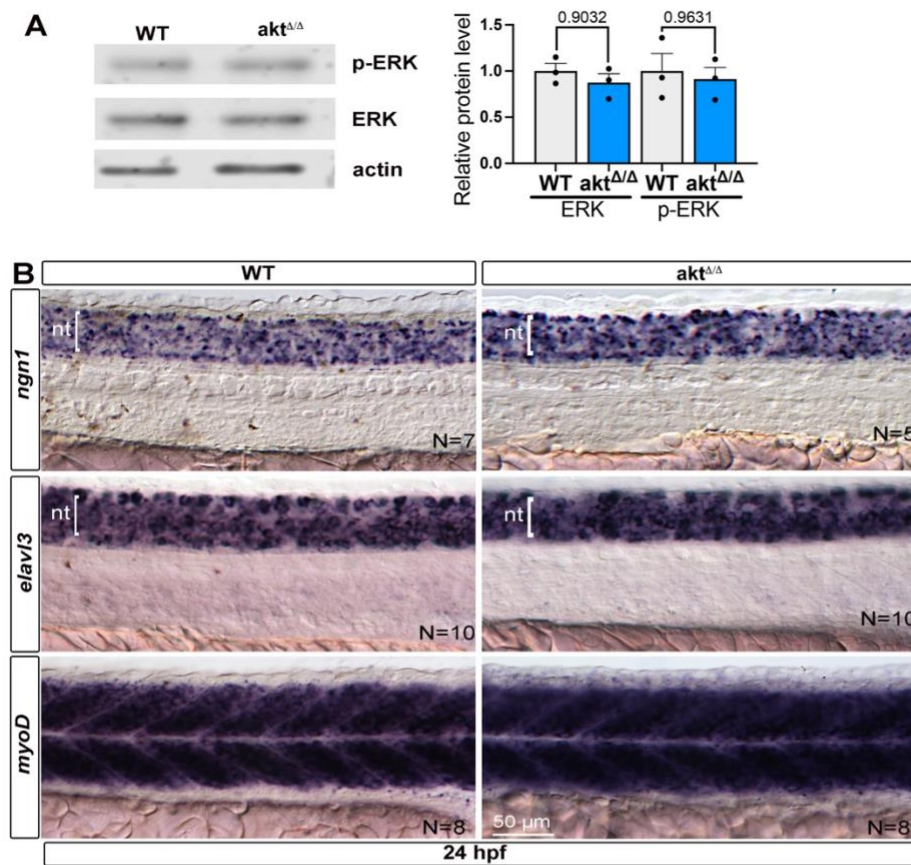

**Fig. S3. Notochord and neural tube are not altered in a *kt<sup>Δ/Δ</sup>*.**

(A) Western-blot against ERK, p-ERK and actin at 24 hpf WT and *akt* mutant embryos. (n= 3 independent pools of 50 embryos, ordinary one-way ANOVA with Tukey's multiple comparison). (B) Whole mount *in-situ* hybridization of *ngn1*, *elavl3*, *myoD* expression in WT and *akt<sup>Δ/Δ</sup>* at 24 hpf.

Fig.S4

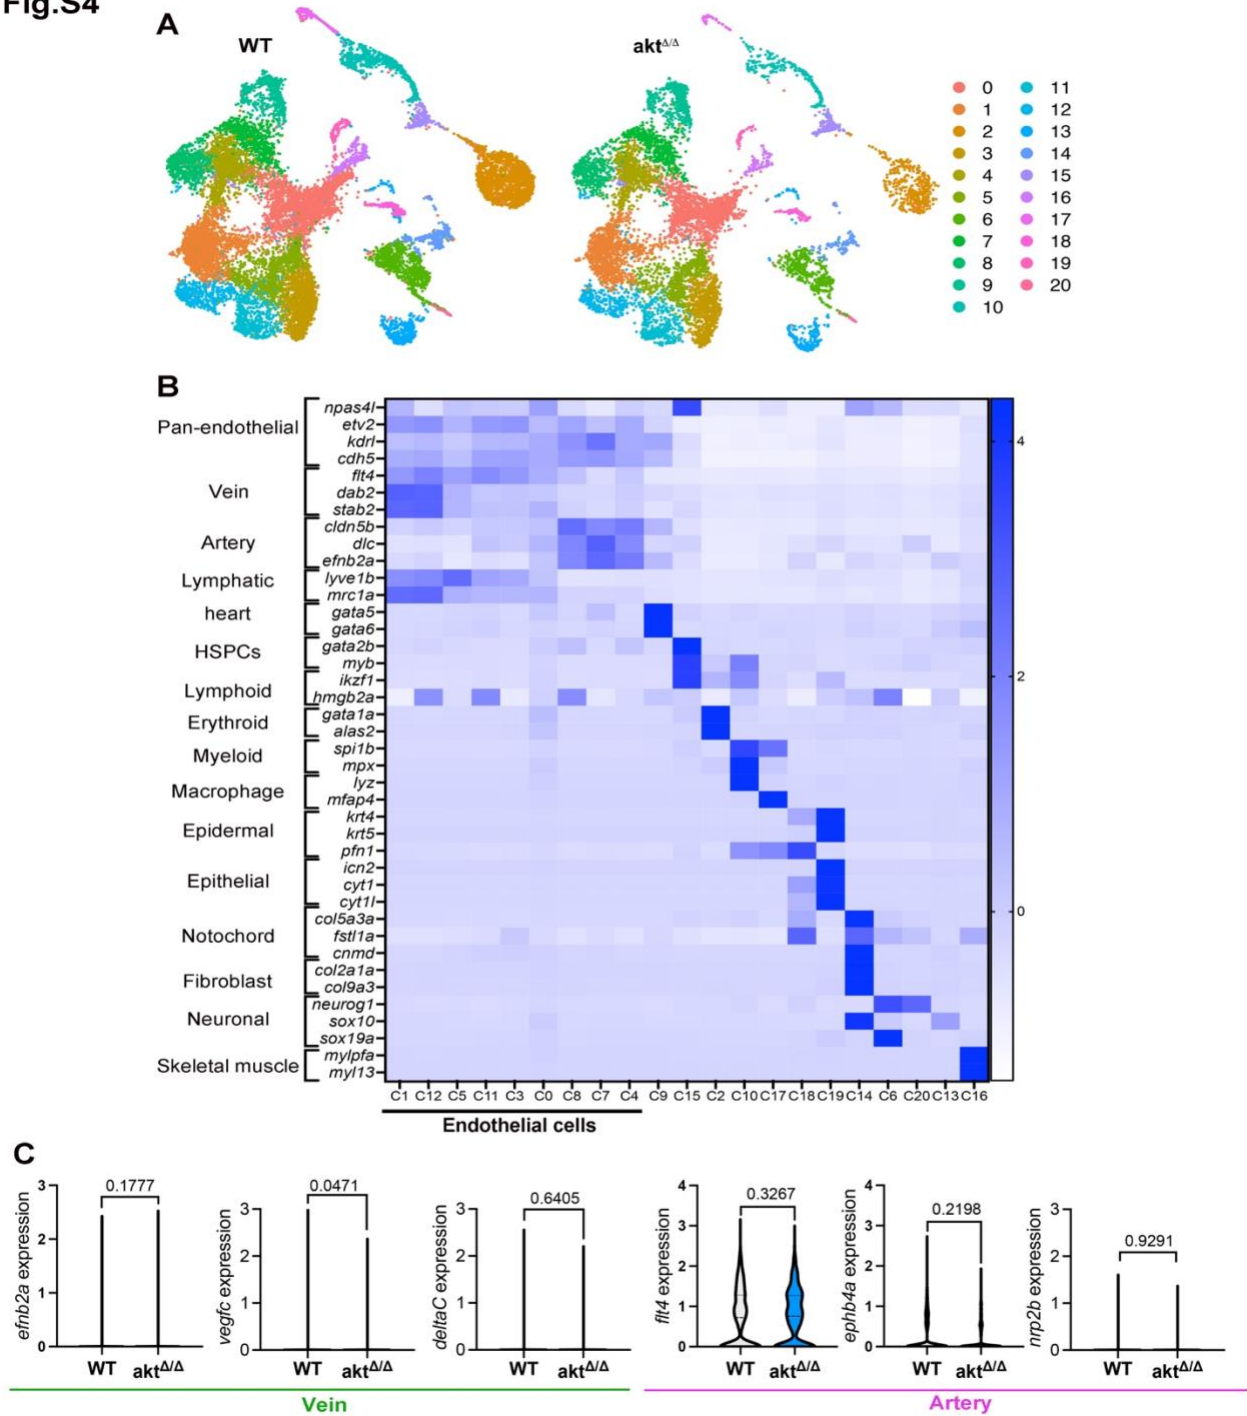

**Fig. S4. Single-cell RNA sequencing strategy in WT and a  $kt^{\Delta/\Delta}$ .**

(A) UMAP of all WT and  $akt^{\Delta/\Delta}$  cells sequenced in our scRNAseq experiment. (B) Heatmap of gene marker expression corresponding to various cell types in all 21 cell clusters. Endothelial cells are part of clusters 1, 12, 5, 11, 3, 0, 8, 7 and 4. (C) Violin plot of *efnb2a*, *vegfc*, *deltaC*; *flt4*, *ephb4a* and *nrip2b* in arterial and venous clusters respectively (Mann–Whitney test). All quantifications are represented with mean  $\pm$  s.e.m.

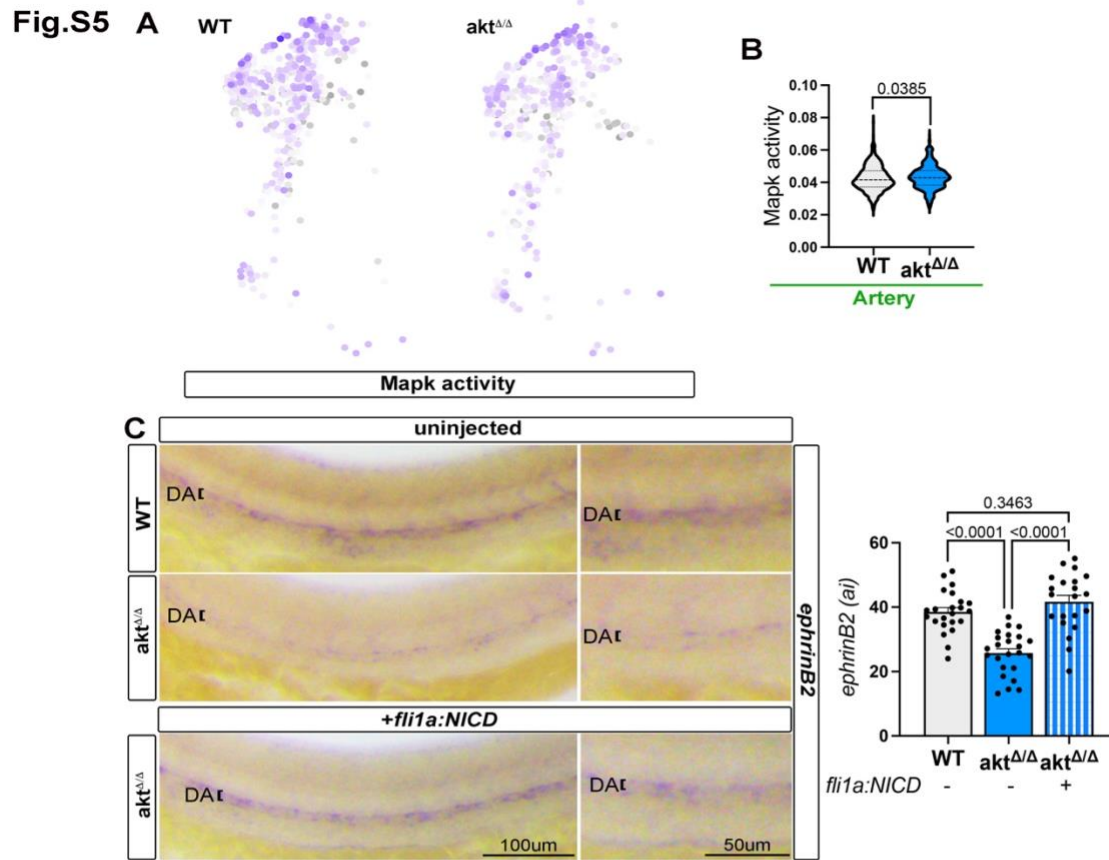

**Fig. S5. Single-cell RNA sequencing strategy in WT and  $akt^{\Delta/\Delta}$ .**

(A) UMAP of Mapk activity in WT and  $akt^{\Delta/\Delta}$  artery cells. (B) Violin plot of Mapk activity in arterial cells (Mann–Whitney test). (C) *In-situ* hybridization against *ephrinB2* in WT and  $akt^{\Delta/\Delta}$  injected or not with EC-specific NICD (+*fli1a:NICD*) at 24 hpf (n= 23 (WT), 24 ( $akt^{\Delta/\Delta}$ ) and 21 ( $akt^{\Delta/\Delta}$  +*fli1a:NICD*) embryos, ordinary one-way ANOVA). All quantifications are represented with mean  $\pm$  s.e.m.

**Figure S6**  
**Raw western blots**

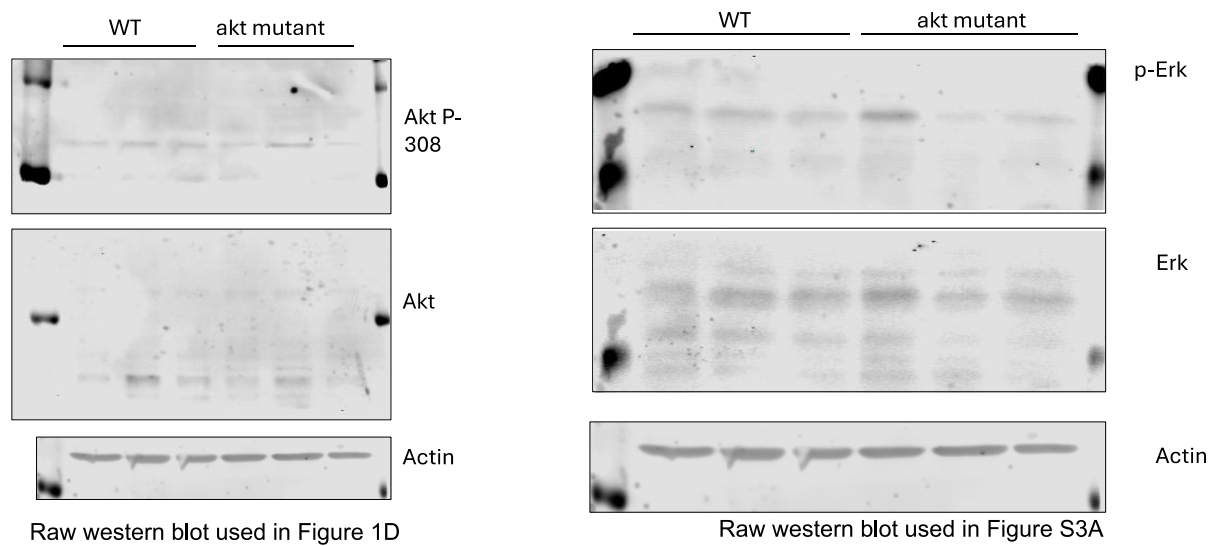

**Fig. S6.** Raw images of western blots used in this study.

**Table S1. gRNA, qPCR and genotyping primers used in the paper.**

| Primer name | F/R | Primer sequence (5'-3') | Assay      |
|-------------|-----|-------------------------|------------|
| Akt1        | F   | TGCAGCGGTTAGGTGGAGGT    | qPCR       |
|             | R   | CTTGTCCAGGTGGTGTGATG    | qPCR       |
| Akt2        | F   | GATCCGCTTCCCTAGAAACC    | qPCR       |
|             | R   | GGTGGAACGAGCTTCTTTTG    | qPCR       |
| Akt3a       | F   | CAAGAGACTTGGTGGAGGTC    | qPCR       |
|             | R   | AGGAGAACTGGGGGAAGTGT    | qPCR       |
| Akt3b       | F   | CCAATAAGAGGCTCGGAGGA    | qPCR       |
|             | R   | CTGGCTTTCTCTCGCACACAG   | qPCR       |
| actin       | F   | TTCCTCCGCTTTCTCTGCAG    | qPCR       |
|             | R   | CCGAGCATCTCAGGGAATCC    | qPCR       |
| F-Akt1      | F   | AGGGCCTAAAGCTGATCCAT    | genotyping |
|             | R   | CTGTGAGGCCACATTGCTAA    | genotyping |
| F-Akt2      | F   | AGGAAGGGGTAGGGGTACAA    | genotyping |
|             | R   | TGAGTCAAGGCACTCACAC     | genotyping |
| F-Akt3a     | F   | GGCCTGACGACTTAAGCAAA    | genotyping |
|             | R   | CACTGGATTTCGCTCCTCTTC   | genotyping |
| F-Akt3b     | F   | GGGTCAAAAACAGGCCATAA    | genotyping |
|             | R   | TGGGAGCGGTGATTAAATTG    | genotyping |
| Akt1        | F   | GGGAAGGTGATTCTGGTGA     | gRNA       |
| Akt2        | F   | GGCATCCAGGCTGTGGCCAA    | gRNA       |
| Akt3a       | F   | GGCAGAGGCGATCCAGATGG    | gRNA       |
| Akt3b       | F   | GGCAGACAAGCTGGCCAAAC    | gRNA       |

**Table S2.** Source data for all experiments part of this study.

Available for download at

<https://journals.biologists.com/dev/article-lookup/doi/10.1242/dev.202727#supplementary-data>

**Table S3. Key resources table**

| REAGENT or RESOURCE                                  | SOURCE                       | IDENTIFIER                                                                                                            |
|------------------------------------------------------|------------------------------|-----------------------------------------------------------------------------------------------------------------------|
| <b>Antibodies</b>                                    |                              |                                                                                                                       |
| monoclonal rabbit phospho-Akt T308                   | cell signaling               | Cat#2965; RRID: AB_2255933                                                                                            |
| monoclonal mouse pan-Akt                             | cell signaling               | Cat#2920; RRID: AB_1147620                                                                                            |
| monoclonal mouse anti-actin                          | Sigma-Aldrich                | Cat#A4700; RRID: AB_476730                                                                                            |
| chicken polyclonal anti-GFP                          | Abcam                        | Cat#ab13970; RRID: AB_300798                                                                                          |
| rabbit polyclonal RFP antibody                       | Antibodies- online           | Cat#ABIN129578; RRID: AB_10781500                                                                                     |
| monoclonal rabbit phospho-ERK                        | cell signaling               | Cat#4695; RRID: AB_390779                                                                                             |
| goat anti-rabbit Alexa Fluor 680                     | Thermo Fisher                | Cat#A20984; RRID: AB_10375714                                                                                         |
| goat anti-chicken Alexa Fluor 488                    | Thermo Fisher                | Cat#A11039; RRID: AB_2534096                                                                                          |
| goat anti-mouse Alexa Fluor 680                      | Thermo Fisher                | Cat#A21057; RRID: AB_2535723                                                                                          |
| goat anti-mouse 800                                  | Rockland                     | Cat#610-145-002-0.5; RRID: AB_11182794                                                                                |
| Sheep anti-digoxigenin-AP-Fab                        | Roche                        | Cat#11093274910; RRID: AB_514497                                                                                      |
| <b>Chemicals, Peptides, and Recombinant Proteins</b> |                              |                                                                                                                       |
| PTU (N-Phenylthiourea)                               | Sigma-Aldrich                | Cat#P7629; CAS:103-85-5                                                                                               |
| NBT/BCIP                                             | Roche                        | Cat#1681451                                                                                                           |
| Complete Protease Inhibitor Cocktail                 | Roche                        | Cat#11 697 498 001                                                                                                    |
| Pefabloc SC AEBSF                                    | Roche                        | Cat#30827-99-7                                                                                                        |
| PFA                                                  | Electron microscopy sciences | Cat#15710-S                                                                                                           |
| <b>Critical Commercial Assays</b>                    |                              |                                                                                                                       |
| ApopTag Red <i>in situ</i> Apoptosis Detection kit   | Millipore Sigma              | Cat#S7165                                                                                                             |
| DC Protein Assay                                     | Bio-rad                      | Cat#5000112                                                                                                           |
| TOPO TA cloning kit                                  | Invitrogen                   | Cat#K4500                                                                                                             |
| iScript Reaction mix                                 | Bio-rad                      | Cat#1708890                                                                                                           |
| iQ SYBR green supermix                               | Bio-rad                      | Cat#1708882                                                                                                           |
| <b>Deposited Data</b>                                |                              |                                                                                                                       |
| Sc-RNA seq                                           | This paper                   | GEO                                                                                                                   |
| <b>Experimental Models: Organisms/Strains</b>        |                              |                                                                                                                       |
| Zebrafish: wildtype AB                               | ZIRC                         | N/A                                                                                                                   |
| Zebrafish: akt1 <sup>ya348</sup>                     | This paper                   | N/A                                                                                                                   |
| Zebrafish: akt2 <sup>ya349</sup>                     | This paper                   | N/A                                                                                                                   |
| Zebrafish: akt3a <sup>ya350</sup>                    | This paper                   | N/A                                                                                                                   |
| Zebrafish: akt3b <sup>ya351</sup>                    | This paper                   | N/A                                                                                                                   |
| Zebrafish: <i>Tg(flt4: YFP)</i> <sup>ju4881</sup>    | N/A                          | ZDB-ALT-100208-1                                                                                                      |
| Zebrafish: <i>Tg(kdrl: mCherry)</i> <sup>9916</sup>  | N/A                          | ZDB-ALT-090506-2                                                                                                      |
| <b>Recombinant DNA</b>                               |                              |                                                                                                                       |
| Tol2-Fli1a-NICD-v2a-mcherry                          | This paper                   | N/A                                                                                                                   |
| Tol2-Fli1a-mCherry-v2a-mcherry                       | This paper                   | N/A                                                                                                                   |
| Tol2-Fli1a-myr-Akt1-v2a-mcherry                      | This paper                   | N/A                                                                                                                   |
| <b>Software and Algorithms</b>                       |                              |                                                                                                                       |
| Prism 9                                              | Graphpad Software            | <a href="https://www.graphpad.com/scientific-software/prism/">https://www.graphpad.com/scientific-software/prism/</a> |
| R Software                                           | N/A                          | <a href="https://www.r-project.org/">https://www.r-project.org/</a>                                                   |
| NeuroLucida                                          | mbf Bioscience               | <a href="https://www.mbfbioscience.com/neuroLucida">https://www.mbfbioscience.com/neuroLucida</a>                     |
| Image J                                              | NIH                          | <a href="https://imagej.nih.gov/ij/">https://imagej.nih.gov/ij/</a>                                                   |

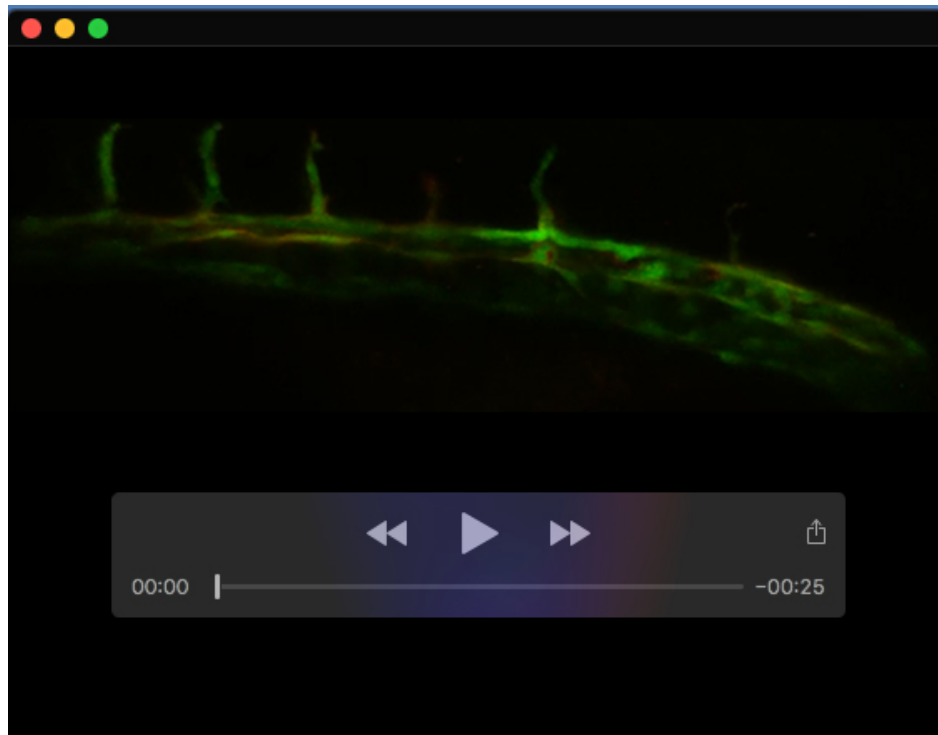

**Movie 1.** Time-lapse imaging of WT (*flt4:YFP; kdrl:HRAS-mCherry*)<sup>hu4881;s896</sup> embryos.

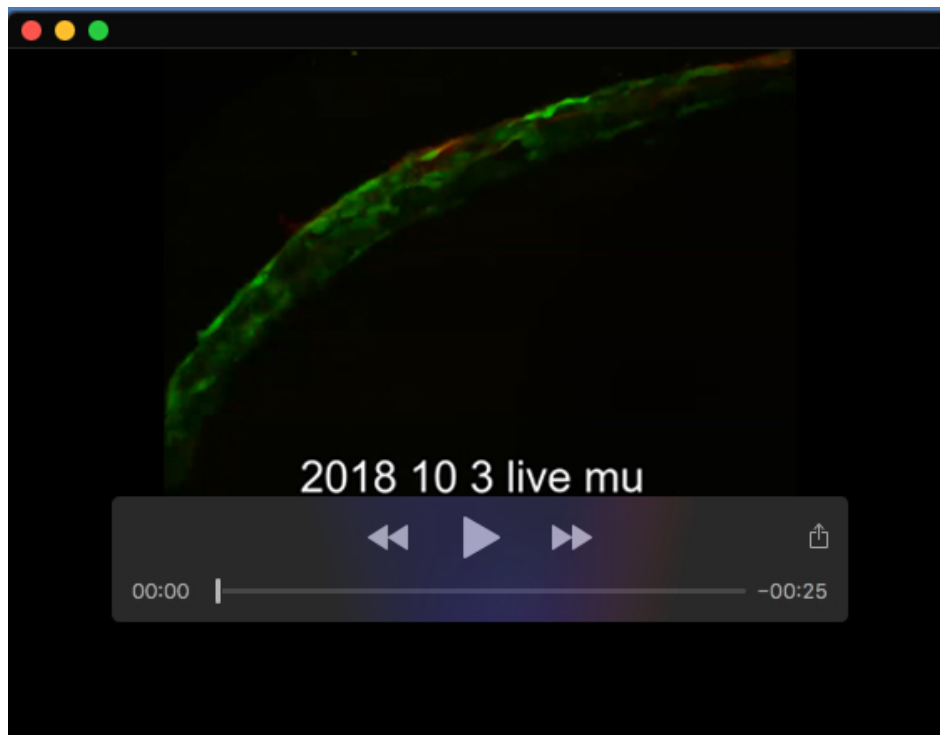

**Movie 2.** Time-lapse imaging of akt<sup>ΔΔ</sup> (*flt4:YFP; kdrl:HRAS-mCherry*)<sup>hu4881;s896</sup> embryos.

How the deposited data were processed for this re-analysis (not part of the article)

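Cells positive for *kdrl*:mCherry were sorted from WT and *akt*Δ/Δ embryos at 24 hpf, and 1 droplet library was made for each genotype. The authors deposited, for each library, a matrix of UMI counts of genes by cells written by Cell Ranger 5.0.0. The values are whole counts that had not been normalized, and cell-containing droplets had been selected before deposition. All values here were computed from these 220496201 UMIs. The genome build and annotation are not given in the paper's text and were not determined, and genes are named by the symbols in the files, of which 216 occur more than once.

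Cells with at least 200 detected genes and genes seen in at least 3 cells were kept. Cells were clustered in Seurat 5.3.0 under R 4.3.3, with log normalization to 10000 UMIs, 2000 variable genes, 30 principal components and Louvain clustering, and the libraries were merged without integration. The resolution was the lowest of those giving the number of clusters closest to that of the paper. Sums, intervals, scores and random lists were computed in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. TMM factors between the summed profiles of the genotypes came from edgeR 4.0.16, and doublet scores from Scrublet in scanpy 1.11.5.

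Endothelial cells were those of clusters high in both *kdrl* and *cdh5*. Artery cells had at least 1 UMI of each of *dll4*, *efnb2a* and *notch3*, and vein cells of each of *stab2*, *dab2* and *lyve1b*, and cells with all of both sets were counted apart. Levels are CPM of summed UMIs with exact Poisson intervals, and log2 ratios of *akt*Δ/Δ to WT have intervals that follow from an exact binomial interval on the counts. Shares have Clopper-Pearson intervals. No test was made between the genotypes, since each has 1 library.

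The genes named were every gene the paper names for this experiment and, in artery, vein and all endothelial cells, the 5 genes with the highest and the 5 with the lowest ratio among genes with at least 200 UMIs in that class. A gene with 0 UMIs in one library was given a bound against 3 counts. The gene lists were the Notch pathway, a Notch core of ligands, receptors and targets, the Mapk pathway, arterial genes, venous genes, FoxO targets, sterol genes regulated by SREBP, glycolysis, dissociation stress, hemoglobin and cell cycle. They were written by hand. The median log2 ratio of a list over genes with at least 20 UMIs was placed among 10000 random lists of the same size, drawn within 20 bins of mean level. Notch and Mapk scores followed the AUCell definition over the top 5% of ranked genes.

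The calculations were tested on simulated data drawn from the levels and library sizes of these cells, with endothelial cells there taken by *kdrl* or *cdh5*. Summed UMIs were drawn as Poisson counts, which is what the intervals assume, so the coverage checks the calculation only. Variation between cells and the choice of cells by detected markers were not simulated. For artery, vein and endothelial cells 96.3%, 95.8% and 95.9% of 1000 nominal 95% intervals held the true ratio, over 10851, 15168 and 19177 genes. All of 200 genes changed by a log2 ratio of 1 were recovered in each of the 3 simulations, and a lowered list fell at percentile 0.

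The WT library had a median of 1657 detected genes per cell and the *akt*Δ/Δ library 1947.5. The greater depth of the *akt*Δ/Δ cells affects every share of cells with a UMI and every class defined by detected markers, and the depth was therefore equalized in several ways. Alternatives covered the filters, the resolution and number of components, the endothelial rule, the class rule, the depth, the scaling and the score settings. Removal of the cells with the highest Scrublet scores, 2151 in WT and 716 in *akt*Δ/Δ, thinning of *akt*Δ/Δ cells to the WT median, thinning of both libraries to the same depths, use of all endothelial cells, the omission of the low-depth cluster 6 from the artery-led clusters and 20 orders of tied genes were added after the data had been seen. Data from the study's other experiments are not analysed here.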

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

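The test of free RNA for *stab2* and *dab2*, the removal of the highest Scrublet scores used in the test of doublets, and the values at the same depths and in clusters, were chosen after the result was seen, and the other tests given here were set beforehand.

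*stab2* and *dab2*, which mark vein cells, differed between the genotypes in opposite directions in the cell classes. The log2 ratio of *stab2* was 0.41 in artery cells and -0.25 in vein cells, and that of *dab2* was 0.30 and -0.20. The difference between the classes was not tested. Both genes also choose the vein cells, and the pattern was smaller where clusters chose the cells. In the vein-led clusters *stab2* was at -0.12 and *dab2* at -0.024 (-0.05 to 0.0016), and in the artery-led clusters *stab2* was at 0.16 (0.10 to 0.22) and *dab2* at -0.053 (-0.11 to 0.0095). The artery-led clusters are given without the low-depth cluster 6, and with it *stab2* was at 0.23 and *dab2* at -0.041 (-0.10 to 0.02). The opposite directions were thus kept for *stab2* and not for *dab2*. *lyve1b*, the third marker of vein cells, was lower in the vein-led clusters, at -0.84, and in the artery-led clusters, at -0.86 (-1.06 to -0.66) without cluster 6 and -0.57 with it, and so did not share the pattern. In cells chosen by markers at the same depths *stab2* averaged 0.48 and -0.15 and *dab2* 0.38 and -0.11 in artery and vein cells. Free RNA from vein cells would raise both genes in cells that lack them, but in erythroid-like cells the log2 ratios were -0.81 for *stab2* and -1.06 for *dab2*, which argues against it. Doublets of an artery and a vein cell would be reduced by removal of the highest Scrublet scores, and without those cells the ratios in artery cells were 0.42 for *stab2* and 0.25 for *dab2*, with intervals above 0. Of the cells with all markers of both classes, however, 90 of 131 in WT and 68 of 87 in *akt*Δ/Δ were left, so the removal decides little about such doublets. Doublets, the choice of cells by detected markers, a change in artery cells themselves and a difference between the libraries remain open, and with 1 library per genotype they were not tested further.

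Among genes the paper does not discuss, si:dkey-9c18.3 had the lowest log2 ratio in endothelial cells of those with UMIs in both libraries. It was at -8.86, with 873 UMIs in WT and 2 in *akt*Δ/Δ. BX901942.1, with 831 and 0 UMIs, has only a bound and may be lower. The highest log2 ratio was that of XLOC_020301, at 8.67, with 1 UMI in WT and 436 in *akt*Δ/Δ. Outside the endothelial and erythroid-like clusters si:dkey-9c18.3 had 507 UMIs against 0 and XLOC_020301 had 10 against 2721. All 10 of the genes with the largest differences in endothelial cells differed in the same direction there, in 5606 WT and 2298 *akt*Δ/Δ cells. A difference between the embryos or libraries that covers every cell type, such as another genetic background of the families, could therefore account for them, and sequence variants were not examined. An effect of Akt in every cell type stays open and was not tested.

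The dissociation stress genes, outside those the paper discusses, had a median log2 ratio of -0.54 in endothelial cells, at percentile 0 of matched random lists, whose central 95% ran from -0.10 to 0.04, and 35 of 43 genes were lower. Outside the endothelial and erythroid-like clusters the median was -0.32, again at percentile 0, so a difference in handling or between libraries that covers every cell type could account for it. In artery cells it was also -0.32, in vein cells -0.55 and in erythroid-like cells -0.67. Whether Akt itself lowers these genes cannot be separated from handling with 1 library per genotype.

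The sterol genes regulated by SREBP, which the paper does not discuss, had a median log2 ratio of 0.16 in endothelial cells, at percentile 99.89, where matched lists ran from -0.25 to 0.07, and 16 of 25 genes were higher. Outside the endothelial and erythroid-like clusters the median was 0.19, at percentile 99.61, so the same kind of library-wide difference could account for it. In artery cells the median was -0.08, at percentile 23.99, and in erythroid-like cells -0.18, at percentile 23.21, so the rise was not seen in every group of cells. A biological cause was not tested.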

How the results depend on the processing

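Removal of the highest Scrublet scores, thinning of *akt*Δ/Δ cells to the WT median, thinning of both libraries to the same depths, use of all endothelial cells, the omission of the low-depth cluster 6 from the artery-led clusters and the 20 orders of tied genes were tests chosen after the result was seen. The other alternatives were set beforehand.

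The log2 ratio of *vegfc* in artery cells stayed between -0.65 and -0.49, and that of *ephb4a* in vein cells between -0.54 and -0.40, under the alternatives that gave a value, with 1 random draw for each thinning. Over 20 draws with *akt*Δ/Δ cells thinned to the WT median they ran from -0.71 to -0.37 and from -0.56 to -0.35. With cells thinned to 1000 UMIs no value was had for *vegfc*, *ephb4a* and *nrp2b* in artery cells or *vegfc* in vein cells, because a count of 0 remained in at least 1 library. Over the main comparisons 154 values were not moved, 41 were moved and 8 were reversed, and over the gene lists and erythroid-like shares 22 were not moved and 6 were. For the moved and reversed values the cause was not tested, except where fewer cells or UMIs follow from the alternative itself.

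The artery share of classified cells in WT and *akt*Δ/Δ was 19.2% and 19.4% with at least 2 of 3 markers, 4.33% and 4.15% with cells thinned to 1000 UMIs, 16.0% and 18.0% with double-positive cells in both classes, and 5.52% and 6.16% as a share of all endothelial cells. With *akt*Δ/Δ cells thinned to the WT median it was 11.7% in *akt*Δ/Δ, and with both libraries thinned to the same depths in 1 draw 12.8%.

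In artery cells thinning to 1000 UMIs gave log2 ratios of -0.038 for *efnb2a*, -0.40 for *dlc* and -1.62 for *flt4*, from 25 WT and 11 *akt*Δ/Δ cells. Thinning to the WT median gave -0.16 for *efnb2a*, and thinning to the same depths -0.14. The mean of each cell's CPM gave -0.77 for *dlc*. In the artery-led clusters without cluster 6 *flt4* was at -0.054 and *nrp2b* at -0.65.

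In vein cells thinning to 1000 UMIs gave 0.12 for *efnb2a*, -1.88 for *dlc*, 0.58 for *flt4* and -0.83 for *nrp2b*. For *efnb2a* thinning to the WT median gave 0.15, the vein-led clusters 0.18 and all endothelial cells -0.37. For *vegfc* at least 2 of 3 markers gave -0.71 and all endothelial cells -0.65, and for *dlc* all endothelial cells gave -0.80. With cells taken by *kdrl* or *cdh5*, *flt4* was at 0.081 and *nrp2b* at -0.29, and with TMM scaling at 0.061 and -0.33. *flt4* was at 0.018 in the vein-led clusters. Over all cells *akt3b* was at 0.24.

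The Notch score difference between artery and vein cells of WT was 0.0154 with at least 2 of 3 markers, 0.0317 with cells thinned to 1000 UMIs, 0.0313 with the top 10% of ranked genes, 0.0638 with ligands, receptors and targets alone and 0.00723 without *dll4* and *notch3*. With these last lists, the first of which also holds *dll4* and *notch3*, that between *akt*Δ/Δ and WT artery cells was -0.00846 and -0.000780. It changed sign, counted above as reversed, with cells thinned to 1000 UMIs, at 0.00277 from 25 WT and 11 *akt*Δ/Δ cells. The other sign changes were to 0.000382 in 1 draw at the same depths and to 0.000247 with the top 10% of ranked genes. Each value is from 1 order of tied genes. The Mapk difference was reversed to 0.000131 with at least 2 of 3 markers, 0.000140 with cells taken by *kdrl* or *cdh5*, 0.00180 with cells thinned to 1000 UMIs, 7.41e-05 without the highest Scrublet scores and 0.000110 with the top 10% of ranked genes.

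Removal of doublets at Scrublet's own threshold, set beforehand, was not usable, since it called 1 cell in WT and 0 in *akt*Δ/Δ. No paired analysis was possible because each genotype has 1 library. The shares of artery and vein cells and the levels of the class markers, such as *efnb2a* in artery cells, rest on detected markers. The depth of single cells therefore limits them.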

Differences from the paper's values

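The numbers compared were those of cells, clusters and endothelial cells and the artery shares of Fig. 4B. The reduction of the *akt* mRNAs by qRT-PCR, from other samples, was not among them. None of those compared was more than 1.5 times apart from the value computed here with the settings first used. In these settings artery and vein shares are of the classified cells. The paper words them as shares of endothelial cells, and its shares of both kinds come to nearly all cells. As a share of all endothelial cells the values here were 5.52% in WT and 6.16% in *akt*Δ/Δ for artery cells, against about 15% and about 18% in Fig. 4B, read by eye, and with cells thinned to 1000 UMIs the shares of classified cells, 4.33% and 4.15%, were also more than 1.5 times apart from these. The differences below are from statements of the paper and not from its numbers. For genes, the paper's statements rest on a Mann-Whitney test over single cells. The values here are ratios of summed UMIs with counting intervals, and that test was not repeated. Measure and criterion differ, so a ratio beyond counting error does not by itself contradict the paper's statement.

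The paper states that the venous genes did not change significantly in vein cells. Here *ephb4a* and *nrp2b* were lower in *akt*Δ/Δ vein cells, with log2 ratios of -0.50 and -0.43, and *flt4* was at -0.035. Over single vein cells the mean log-normalized *ephb4a* was 0.252 (SD 0.462) in WT and 0.214 (SD 0.377) in *akt*Δ/Δ. These means were 0.514 (SD 0.630) and 0.440 (SD 0.509) for *nrp2b*, and 1.21 (SD 0.724) and 1.26 (SD 0.632) for *flt4*. With cells thinned to 1000 UMIs the intervals of *ephb4a*, at -0.43, and *nrp2b*, at -0.83, included 0, from 553 WT and 254 *akt*Δ/Δ cells. Under the other alternatives that have intervals they did not. For *flt4* the interval lay below 0 with at least 2 of 3 markers, at -0.056, and above 0 in cells taken by *kdrl* or *cdh5*, at 0.081, and with cells thinned to 1000 UMIs, at 0.58.

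The paper states that venous genes were unaltered in artery cells. Here *ephb4a* was lower, at -0.56, and *flt4* and *nrp2b* had intervals that included 0. With both libraries thinned to the same depths, a setting chosen after seeing the values, the interval of *ephb4a* included 0 in 13 of 20 draws, as it did with *akt*Δ/Δ cells thinned to the WT median, also chosen after seeing them. The interval of *flt4* lay above 0 with at least 2 of 3 markers, at 0.19, in cells taken by *kdrl* or *cdh5*, at 0.17, in cells chosen by *dll4* and *notch3*, at 0.25, and in 1 draw at the same depths, at 0.21, while it included 0 in 15 of 20 such draws. That of *nrp2b* lay below 0 in the artery-led clusters, at -0.41, and, in settings chosen after seeing the values, without cluster 6, at -0.65, and over all endothelial cells, at -0.43.

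The paper states that the arterial genes in vein cells resembled WT. Here *vegfc* was at -1.28 and *dlc* at -0.53, and *efnb2a* at -0.07 had an interval that included 0. With cells thinned to 1000 UMIs the interval of *dlc*, at -1.88, included 0, and none of the other alternatives with an interval gave one that included 0 for *dlc* or *vegfc*.

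The paper describes a similar distribution of cells of both genotypes over the clusters. Here the erythroid-like cluster held 11.9% of WT and 6.71% of *akt*Δ/Δ cells, and each of the alternatives in resolution and components kept that direction.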

Other observations

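The tests at matched depth for *efnb2a*, for *vegfc* and *dlc*, and for *ephb4a* and *nrp2b*, the tests in clusters and at the same depths for the Notch score, the omission of cluster 6 from the artery-led clusters, the test of FoxO targets, the values over all endothelial cells, the means over 20 orders or draws of the Notch score and the supply of erythroid transcripts were chosen after the result was seen.

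The *akt*Δ/Δ cells were deeper than WT cells, and a cell enters a class only where every marker is detected, which could lower *efnb2a* in artery cells. With *akt*Δ/Δ cells thinned to the WT median the log2 ratio was -0.18 on average, with an interval that included 0 in 9 of 20 draws, and with both libraries thinned to the same depths it was -0.12, with 16 of 20. For the artery cells chosen by markers, depth and a change in the cells cannot be told apart, because the requirement that *efnb2a* be detected may also narrow a true difference. The level in the clusters led by artery markers, at -0.44, and at -0.42 without the low-depth cluster 6, argues against *efnb2a* itself choosing the cells as the whole cause, and over all endothelial cells it was -0.37. With *akt*Δ/Δ cells thinned to the WT median *vegfc* in artery cells was at -0.56 and *nrp2b* in vein cells at -0.45 on average, and no interval of *vegfc* or *dlc* in artery cells or of *ephb4a* or *nrp2b* in vein cells included 0 there or at the same depths, which argues against depth for these genes.

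The difference in Notch score between the genotypes could come from *dll4* and *notch3*, which choose the artery cells and are in the list. Without them it was 0.000308 on average over 20 orders of tied genes, but this cannot be told apart from a lower level of *dll4* in the cells, which was also seen in the artery-led clusters. Depth stays open as well. With *akt*Δ/Δ cells thinned to the WT median the difference was -0.00198 in 1 draw and averaged -0.00159 over 20 draws, 19 of them below 0, and at the same depths 13 of 20 draws lay below 0. In the artery-led clusters at the same depths the difference averaged -0.0014 without cluster 6 and -0.000972 with it. All 20 draws lay below 0, which argues against depth for the lower score in those clusters. The draws reuse the same cells, so whether that score is lower beyond the sampling of cells was not tested. What remains without *dll4* and *notch3* changed in direction with depth and cells. In these clusters without cluster 6 it averaged -0.000878 with all UMIs, all 20 orders below 0, and -0.000162 at the same depths, 16 of 20 draws below 0. With cluster 6 it averaged -0.000347, all 20 below 0, and 0.000358, 2 of 20 below 0. In artery cells chosen by markers it averaged 0.00101 at the same depths, 2 of 20 below 0.

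*akt2* was also lower outside the endothelial clusters, with a log2 ratio of -0.47 from 872 and 291 UMIs. Loss of the mutant transcript in every cell type would give this. A difference between the libraries could also account for it. The reduction of each *akt* mRNA that the paper reports by qRT-PCR, in pools of older embryos, is larger than the fall of *akt2* here. *akt3b* was within counting error, at -0.14 in endothelial cells and -0.068 outside their clusters. Over all cells *akt1* had 4 and 2 UMIs, although the paper finds it the highest of the isoforms in sorted endothelial cells. Its reduction was not detectable in these files, and whether their annotation counts its transcripts in full is not known.

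Hemoglobin genes had a median log2 ratio of -1.16 in endothelial cells, at percentile 0, with 8 of 9 genes lower. The erythroid-like cells held 28.5% of the UMIs of WT and 17.9% of those of *akt*Δ/Δ, a log2 ratio of -0.67, so free RNA of erythroid cells may account for part of it. Gene by gene, the UMIs of erythroid-like cells over all UMIs of the library had a median log2 ratio of -0.54 for the same 9 genes, with a Spearman correlation of 0.967 to the ratios in endothelial cells, and 8 of the 9 genes were lower in endothelial cells than this supply. For *alas2*, *slc4a1a*, *gata1a*, *klf1* and *epor* the medians were -1.60 in endothelial cells and -0.82 in the supply. Set against this supply, a part of the size is left over. Endothelial cells of *akt*Δ/Δ were deeper, with a mean of 8676 UMIs against 6003 in WT. Free RNA in a like amount per droplet then has a lower CPM there, which may account for some of that part. The cause of that part was not tested.

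Loss of Akt might raise FoxO target genes. Their median in endothelial cells was -0.054, at percentile 60.54, with 20 genes lower and 14 higher, which decides nothing either way. Without an interpretation, the glycolysis list was at -0.21 in endothelial cells, at percentile 2.22, and the cell cycle list at -0.08, at percentile 7.65, and at 0.01 with TMM scaling. The Notch core list was at -0.12 in artery cells, at percentile 7, and at -0.07 in endothelial cells, at percentile 52.45. It was lower outside the endothelial and erythroid-like clusters, at -0.31 and percentile 0.41, and in erythroid-like cells, at -0.65 and percentile 1.76.

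Genes named by size were ranked with a count of 0 taken as 3. The lowest in endothelial cells after si:dkey-9c18.3 were zgc:174862 at -8.43, BX901942.1 with 831 and 0 UMIs, at least 296-fold lower, LOC100330690 at -7.81 and LOC100330864 at -7.73. The highest after XLOC_020301 were cacng2a at 6.70, slc35f4 at 4.08, CT868708.1 at 3.82 and mchr1b at 3.55. All 10 differed in the same direction in other cell types. In artery cells the lowest were si:dkey-85k7.7 at -6.30, stm at -5.01, jdp2b at -2.98, lgals3b at -2.78 and fhl2a at -2.67, and the highest BX548028.1 at 3.25, apoc1 at 2.5, hist1h4l at 2.42, si:dkey-286j15.3 at 2.32 and dact2 at 1.95. In vein cells the lowest were LOC100330864 at -8.49, zgc:174862 at -7.28, BX901942.1 with 360 and 0 UMIs, at least 128-fold lower, si:dkey-9c18.3 with 353 and 0 UMIs, at least 125-fold lower, and si:dkey-85k7.7 at -6.63, and the highest BX548028.1 at 3.27, CR749167.2 at 2.78, si:dkey-126g1.9 at 2.68, CABZ01074453.1 at 2.51 and hist1h4l at 2.46.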
